# The distinct effects of orally administered *Lactobacillus rhamnosus* GG and *Lactococcus lactis* subsp. *lactis* C59 on gene expression in the murine small intestine

**DOI:** 10.1371/journal.pone.0188985

**Published:** 2017-12-08

**Authors:** Chise Suzuki, Ayako Aoki-Yoshida, Reiji Aoki, Keisuke Sasaki, Yoshiharu Takayama, Koko Mizumachi

## Abstract

The molecular mechanisms of strain-specific probiotic effects and the impact of the oral administration of probiotic strains on the host’s gene expression are not yet well understood. The aim of this study was to investigate the strain-specific effects of probiotic strain intake on gene expression in the murine small intestine. Two distinct strains of lactic acid bacteria, *Lactobacillus rhamnosu*s GG (GG) and *Lactococcus lactis* subsp. *lactis* C59 (C59), were orally administered to BALB/c mice, daily for 2 weeks. The total RNA was isolated from the upper (including the duodenum) and lower (the terminal ileum) small intestine, and gene expression was assessed by microarray analysis. The data revealed (1) oral administration of C59 and GG markedly down-regulated the expression of genes encoding fibrinogen subunits and plasminogen in the upper small intestine; (2) administration of more than 1 × 10^7^ CFU/day of GG changed the gene expression of the host ileum. (3) strain- and dose-related effects on various GO biological processes; and (4) enrichment for B cell-related Gene Ontology terms among up-regulated genes in the terminal ileum of mice administered the 1 × 10^9^ CFU/day of GG. The distinct effects of GG and C59 on gene expression in the intact small intestine provide clues to understand how the health beneficial effects of specific strains of probiotic bacteria are mediated by interactions with intestinal cells.

## Introduction

Probiotics are defined as “live microorganisms, which, when administered in adequate amounts, confer a health benefit on the host” [1]. Various strains of lactic acid bacteria (LAB) and bifidobacteria are utilized as probiotics and exert strain-specific beneficial effects on health by regulating the gut ecosystem, preventing pathogen adherence, and interacting with gut associated lymphoid tissue [2, 3]. The beneficial health effects of probiotics partially depend on the components of the bacterial cell, such as peptidoglycan, lipoteichoic acids, and bacterial DNA, known as microbe-/pathogen-associated molecular patterns (MAMPs/PAMPs) [4]. Interaction between Toll-like receptors (TLRs) and those bacterial components, as TLR ligands, are thought to mediate the interaction between the host’s epithelial immune cells and probiotic cells [4, 5]. Metabolites produced by probiotics also contribute to their beneficial health effects. For example, acetate produced by bifidobacteria modulates the intestinal defense responses of the host and protects epithelial cells from infection [6]. Furthermore, butyrate produced by the microbiota in the large bowel induces the differentiation of colonic Treg cells in mouse [7]. Animal models of various diseases or samples from patients [8, 9] are used to investigate the effects of probiotics, but the intestinal responses of healthy animals to probiotics have not been investigated. In addition, although many studies have reported the beneficial effects of probiotics, there have been few comparative studies of probiotics. Further, since the number of indigenous microbiota in the intestine is estimated to be 10^12−14^ cells, it is unclear how probiotics could have a beneficial effect when the ratio of intestinal bacteria to probiotic bacteria may be as low as 1:100,000 after probiotic administration. However, supplemented probiotics may manifest their effects on intestinal microbiota via the host's immunity. The host immune system may react to the administered LAB and mount specific responses to strain-specific components. The lack of an appropriate control LAB strain has made it difficult to compare the effects of different probiotics. Conventionally, a probiotic strain and a vehicle control are used for oral administration, but a vehicle control is only rarely satisfactory. In this study, we tried to overcome this difficulty by studying the strain-specific effects of two orally administered LAB strains.

*Lactobacillus rhamnosus* GG (GG) is one of the most extensively studied probiotic strains. GG was originally isolated from fecal samples of a healthy human adult [10] and is resistant to bactericidal agents in the intestinal environment, such as high gastric acid and bile concentrations, and can adhere to the intestinal epithelial layer via pili [11–13]. The beneficial effects of GG intake on the gut microbiota have also been investigated [14, 15]. GG inhibits the adherence of pathogens to the intestinal epitherium, enhances the epithelial barrier function, and modulates host immune responses [16, 17]. Neonatal colonization of mouse by GG promotes intestinal development and protects the intestine from inflammation, maintaining the host’s health [18]. In various disease models, such as allergic diseases [19], and colitis and obesity [20], administration of *Lactobacillus* GG alleviates the symptoms of disease [11, 21]. Furthermore, randomized trials demonstrated beneficial effects of GG ingestion on atopic disease [22, 23], nosocomial gastrointestinal infections [24], pediatric obesity-related liver disease [25], and acute gastroenteritis in children [26].

*Lactococcus lactis* subsp. *lactis* C59 was isolated from cheese at the Institute of Livestock and Glassland Science, NARO [27]. Contrary to the strong immunostimulatory activity of GG, the immunostimulatory activity of C59 is very low. Its ability to stimulate a macrophage-like cell line J774.1 to induce interleukin (IL) 12 and interferon (IFN) γ was the weakest from a panel of 10 *Lactobacillus* and *Lactococcus* strains [28]. Upon the administration of live C59, the strain suppresses the increase of serum IgE antibody levels in ovalbumin (OVA)-sensitized mouse [28]. *Ex vivo* experiments revealed that the inhibition of IgE antibody production by C59 is caused by the suppression of IL-4 production [28], in a manner different from strains that enhance the Th1 response. By contrast to the adherence of GG to the intestinal epithelial layer, C59 is excreted live in feces within a day of administration, suggesting that it does not adhere to intestinal cells [28].

Various MAMPs implicated in the beneficial effects of GG, such as immunostimulatory oligodeoxynucleotides in the GG genomic DNA [29], the pili [30], lipoteichoic acid [31, 32], and surface proteins [33], have been investigated. The stimulation of *Tlr3* gene expression by GG is observed both *ex vivo* and *in vivo* [34]. TLR3 is a nucleotide-sensing TLR, which is activated by double-stranded RNA (dsRNA). LAB contain more dsRNA than pathogenic bacteria and trigger IFN-β production [35]. The GG cell surface contains high molecular weight, galactose-rich heteropolymeric exopolysaccharide (EPS) molecules, which may negatively impact the adherence of GG, possibly by shielding the adhesins [36]. On the other hand, C59 harbors unique EPS consisting of glucose, *N*-acetylglucosamine, and rhamnose, although most *L*. *lactis* EPS molecules analyzed thus far contain galactose [37]. An *in vitro* experiment showed that C59 may activate plasminogen; it converts plasminogen to plasmin in a reaction catalyzed by a serine protease [38]. Thus, GG and C59 have distinct characteristics.

The aim of this study was to investigate the effect of oral administration of LAB strains C59 and GG on the gene expression in the murine small intestine, i.e., the first site of probiotic interaction with the host’s intestinal cells. By using two distinct LAB strains, we expected to detect common responses and administered strain-specific responses. Comparison of the effect of these distinct strains on the gene expression in the small intestine could help elucidate the distinct responses of intestinal cells and the strain-specific mechanism of probiotics.

## Materials and methods

### Bacterial strains

Strain GG (ATCC 53103) was kindly provided by Takanashi Milk Products Co. Ltd. GG was cultured in Difco lactobacilli de Man, Rogosa and Sharpe broth (MRS) (Becton Dickinson, Sparks, MD) for 18 h at 37°C. Strain C59 was isolated from cheese [27] and is maintained in the LAB collection at NILGS (Institute of Livestock and Glassland Science, NARO). C59 was grown in Difco M17 broth (Becton Dickinson) containing 0.5% glucose as a carbon source (GM17) for 18 h at 30°C. Bacterial cells were harvested by centrifugation at 6000 × *g* for 15 min at 4°C, and washed twice with phosphate-buffered saline (PBS); bacterial cell suspensions (OD_620_ = 10) were prepared in PBS. The suspensions were divided into small aliquots and stored at -80°C until administration.

### Animal experiments

All animal care and use protocols were implemented in accordance with the animal experimentation guidelines of the National Agriculture and Food Research Organization (NARO; Ibaraki, Japan). The study protocol was approved by the Animal Care Committee at the National Institute of Livestock and Grassland Science (Ibaraki, Japan; permit numbers: 07062806, 08032651, and 09032637).

Six-week-old male BALB/c (Balb/cAnNcrl) mice (*n* = 90; average starting weight, 23.0 g) were purchased from Charles River Japan, Inc. (Kanagawa, Japan) and acclimatized for 1 week before the start of experiments. Three animals were housed per cage under a 12 h light/dark cycle and allowed free access to water. The basic feed was a nutritionally complete diet (AIN-93G, Oriental Yeast, Tokyo, Japan). The mice had *ad libitum* access to water and the diet. In each experiment, mice in the control group received 0.2 ml of phosphate buffer saline (PBS) and mice in the LAB administered groups received 0.2 ml of bacterial suspension in PBS, once per day for 15 days, using an intragastric stainless steel feeding tube. The final LAB administration was followed by a 3 h fast to make the period from the last feed equal. Then, the mice were sacrificed by cervical dislocation under pentobarbital anesthesia (5%, 75 μl/mouse).

Experiment 1 involved three groups of animals (control, GG, and C59 groups; *n* = 6 animals per group) (**Fig 1A**). Mice in the GG and C59 groups received bacterial suspensions [OD_620_ = 10, corresponding to 1 × 10^9^ colony-forming units (CFU) per day] of GG and C59, respectively,. After sacrifice, the upper small intestine (2 cm) and the lower small intestine (the terminal ileum; 2 cm) were excised, and immediately placed in RNAlater (QIAGEN, Valencia, CA). RNA was prepared using an RNeasy kit (QIAGEN).

**Fig 1:**
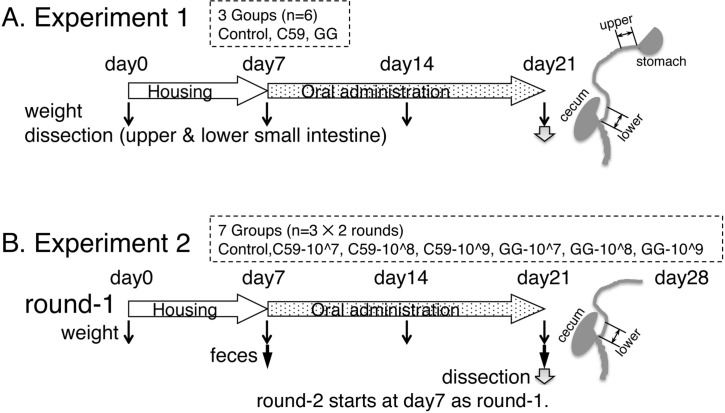
Outline of the animal experiments. (A) Experiment 1. The mice were divided into three groups (control, C59, and GG groups; *n* = 6 per group) and administered 0.2 ml of PBS (control) or LAB suspensions (C59 and GG groups) for 2 weeks. (B) Experiment 2. The mice were divided into seven groups (control, GG-10^7, GG-10^8, GG-10^9, C59-10^7, C59-10^8, and C59-10^9 groups; *n* = 6 per group per experiment) and was performed in duplicate (round-1 and round-2). Round 2 (n = 3 per group) started a week after the start of the round 1 (n = 3 per group).

Experiment 2 involved seven animal groups (control, GG-10^7, GG-10^8, GG-10^9, C59-10^7, C59-10^8, and C59-10^9 groups; *n* = 6 per group per experiment) (**Fig 1B**). Mice in the GG-10^7, GG-10^8, and GG-10^9 groups received GG suspensions corresponding to 1 × 10^7^ CFU/day, 1 × 10^8^ CFU/day, and 1 × 10^9^ CFU/day, respectively. Mice in the C59-10^7, C59-10^8, and C59-10^9 groups received C59 suspensions corresponding to 1 × 10^7^ CFU/day, 1 × 10^8^ CFU/day, and 1 × 10^9^ CFU/day, respectively. The feces of each mouse were collected before administration on the first day and after administration on the last day, and suspended by vortex-mixing to a final concentration of 0.1 g of wet weight/ml in PBS containing 1% fetal calf serum. Fecal extracts were obtained by centrifugation (10,000 × *g*, 10 min) and kept at -80°C until use. At day 15, the lower small intestine was taken, and RNA was purified as described above. The body weight gain during the Experiment 2 was analyzed using the MIXED procedure of SAS (SAS Institute, Cary, NC).

Experiment 3 was performed in the same way as Experiment 1. The small intestine was removed and intestinal fluids, obtained by flushing the small intestine with 10 ml PBS, were kept at -80°C until use.

Experiment 4 was performed in the same way as Experiment 1 with two groups of mice (control and GG). The small intestine was removed and used to isolate lymphoid follicles (described below).

### Microarray analysis

The GeneChip mouse 430 2.0 array; one-cycle target labeling and control reagents kit; and hybridization, wash, and stain kit were purchased from Affymetrix (Santa Clara, CA). Total RNA (5 μg) from the upper and lower intestine samples from five randomly selected mice was processed to prepare biotin-labeled complementary RNA using one-cycle target labeling and control reagents kit according to the manufacturer’s instructions. Biotin-labeled cRNA was fragmented and used as a probe for hybridization to the GeneChip mouse 430 2.0 array. Fluorescence data were scanned by a GeneChip Scanner controlled by the GeneChip operating software (GCOS) 1.2 (Affymetrix).

### DNA microarray data analysis

Affymetrix GCOS software was used to convert the array images to numerical values indicating the intensity of each probe (CEL files). The microarray data were analyzed using the statistical language R (http://www.r-project.org/) and Bioconductor (http://www.bioconductor.org/). The annotation file for the mouse 430 2.0 array was downloaded from Affymetrix (http://www.affymetrix.com/). The CEL file data were quantified using robust multi-array analysis (RMA) [39]. To identify differentially expressed genes (DEGs), the rank products method [40] was used (number of permutations = 1000, cut-off = 0.05). Probe sets with a false discovery rate (FDR) <0.05 were considered to indicate DEGs. Principal component analysis (PCA) was performed using the R function ‘prcomp’. Principal component scores of experimental groups were compared using ANOVA and Tukey's test. The component loadings of PC1 and PC3 of each gene were plotted to detect genes contributing to PC1 and PC3. The gene list enrichment analysis was performed using PANTHER v. 11.1 (Protein ANalysis THrough Evolotionary Relationships, http://pantherdb.org) [41]. The lists of up-regulated or down-regulated genes (FDR < 0.05) were analyzed by a PANTHER over-representation test (released July 15, 2016) with the Gene Ontology (GO) database (released December 28, 2016). We considered GO terms that had 30–300 genes [42]. All microarray data were submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/): dataset GSE72804 for the upper and lower small intestine data, and GSE84949 for the dose effect data.

### Enzyme-linked immunosorbent assay (ELISA)

Total IgA concentration in the fecal extracts or intestinal fluids was determined using a mouse IgA enzyme-linked immunosorbent assay (ELISA) quantitation set (Bethyl Laboratories, Inc., Montgomery, AL). Protein concentrations of intestinal fluids were determined by the BCA protein assay kit (Pierce). The concentration of IgA before and after the oral administration of LAB was analyzed using the MIXED procedure of SAS (SAS Institute). The effect of LAB treatment (LAB-treat; control vs. six LAB administration groups), days (Days; before and after administration), and the interaction of LAB-treat and Days parameters were analyzed. The difference of the concentration of IgA in intestinal fluids between the control and the sCSDS groups (Experiment 3) was analyzed by ANOVA. Because the difference of the concentration in IgA was not significant, a post hot test was not performed.

### Immunostaining of the isolated lymphoid follicles (ILFs) in the small intestine

The small intestines of mice in Experiment 4 were analyzed. The immunostaining detection of isolated lymphoid follicles (ILFs) was performed according to the method of McDonald and Newberry [43], with some modifications. The ILF immunostaining protocol has been deposited in protocols.io (dx.doi.org/10.17504/protocols.io.jr3cm8n). The CXCR5-positive ILFs in each segment were independently counted under a stereomicroscope by three investigators, and the number of CXCR5-positive ILFs were averaged in each segment. The numbers of ILFs in control groups and the GG-administered group were statistically compared using Student’s t-test.

## Results and discussion

### The effect of LAB administration on gene expression in the upper and lower regions of the small intestine

In Experiment 1, gene expression in the upper (including the duodenum) and lower (the terminal ileum) small intestine was compared to identify the region of the small intestine that is affected by LAB strain administration (**Fig 1A**). After 2 weeks of the administration period, gene expression in the upper and lower small intestine was analyzed using the GeneChip mouse 430 2.0 array with 45,101 native features. 

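Mice of Experiment 1 were BALB/c mice that received PBS (control group), L. lactis C59 or L. rhamnosus GG by gavage, each strain at 1000000000 CFU/day. The methods give 15 days of administration and 6 mice per group, and the sample labels give 14 days. Labelled cRNA made from the RNA of 5 randomly selected mice per group was hybridised for pieces of 2 cm of the upper small intestine and of the terminal ileum, which makes 15 arrays per segment. The number of a sample stands for an individual mouse, so the replicates of a group are separate animals. The deposited values are log2 expression values that the authors computed with RMA, which corrects the background, equalizes the distributions of the arrays and summarizes the probes of each of 45101 probe sets. The median value of an array was 4.98 to 5.03 in the upper small intestine and 5.64 to 5.72 in the terminal ileum. The segments were thus normalized separately, and groups were compared within a segment, apart from a permutation test of the difference between segments and an alternative with all 30 arrays in one fit. Probe sets annotated to exactly 1 gene symbol (34945 of 45101) were kept, and the probe set with the highest mean over all arrays stood for its gene, which left 18193 genes. Groups were compared with limma, with the 3 groups of a segment in one fit, and with rank products (estimated FDR under 0.05), and p-values were adjusted by Benjamini-Hochberg. A total of 42 gene lists (cell types, tissues next to the intestine and pathways) were tested with fry of limma for a shift of the whole list and with Fisher's exact test for enrichment among the DEGs. The lists, the rule for the genes named, the tests and the thresholds were set before the data were examined, but after S1–S4 Tables had been read. Tests added and genes named after the values had been seen are the exceptions, and the text says so where they appear. Limma, fry, Fisher's exact test and the permutation tests of differences were two-sided, rank products was run for each direction separately, and the test of the share of the distances counts groupings with a share at least as large. The choice of the probe set that stands for a gene, the low level of many liver and cytokine genes, and the number of arrays limit these values. The methods give 3 mice per cage, and neither they nor the labels name the cage of a mouse. All tests treat mice as independent, and an effect of the cage could not be tested. With 5 arrays against 5, an exact permutation test cannot give a p below 0.0079.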

We applied three quantification methods (RMA [39], DFW [44], and qFARMS [45]) to the raw data. 

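Genes of the organs next to the intestine varied widely between mice of one group. In the upper small intestine, the mean log2 value of 25 exocrine pancreas genes, which encode digestive enzymes, ranged from 6.64 to 12.61 over 15 arrays. It was 10.46 ± 1.67 in the control group, 10.91 ± 1.57 in the C59 group and 9.48 ± 2.39 in the GG group (SD, n = 5 each). The mean of 25 stomach genes, such as gastric mucins and trefoil factors, was 7.69 ± 1.22, 8.03 ± 1.20 and 8.64 ± 0.34 (SD, n = 5 each). Neither list shifted against the control, with an adjusted p from fry of limma of 0.867 for both with C59, and of 0.908 (pancreas) and 0.738 (stomach) with GG. In the terminal ileum, the mean of 37 B cell genes ranged from 6.06 to 8.03 over 15 arrays. Over all 45101 probe sets, the group accounted for 14.8% of the squared distances between the arrays of the upper small intestine, where the median of all 126126 groupings of these arrays was 13.9% (exact permutation p = 0.392). In the terminal ileum it accounted for 19.6%, with a median of 13.6% (exact permutation p = 0.0896). With 1 value per gene in place of all probe sets, the share in the terminal ileum was 20.7% (exact permutation p = 0.0212). With 1 minus the Pearson correlation as the distance it was 22.0% (exact permutation p = 0.145), and over the 1000 most variable probe sets 18.5% (exact permutation p = 0.23). It was 23.3% without C59 replicate 2 (exact permutation p = 0.0466) and 27.0% without control replicate 5 (exact permutation p = 0.0106), and the other 13 runs that left out 1 array gave an exact permutation p of 0.0954 to 0.205.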

Hierarchical cluster analysis revealed that three methods did not provide good segregation when expression data of 45,101 probes were used, suggesting that administration of a strain of LAB did not affect overall gene expression (**S1 Fig**). Microarray data from the three animal groups were quantified using RMA followed by collapsing features into gene symbols and 21,815 genes were further analyzed.

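In the terminal ileum of GG mice, E530011L22Rik was higher, at 5.70 ± 0.07 against 5.34 ± 0.08 in the control group (log2, SD, n = 5 each). The difference was 0.37 (standard error 0.05, adjusted p = 0.0315 from limma) and all 5 GG arrays lay above the control mean. No other gene had an adjusted p under 0.05 from limma in any of the 6 comparisons, which set C59 and GG against the control and against each other in both segments. Cldn8, which encodes a claudin of tight junctions, was at 5.97 ± 0.21 with GG and 6.88 ± 0.22 in the control ileum (difference -0.91, standard error 0.14, adjusted p = 0.0587 from limma). Mx1, an interferon-induced antiviral gene, was at 6.20 ± 0.05 with C59 and 5.67 ± 0.18 in the control ileum (difference 0.54, standard error 0.08, adjusted p = 0.108 from limma). For the upper small intestine, limma called 0 of 18193 genes in each comparison, with 912 genes (C59 against control), 1099 (GG against control) and 815 (GG against C59) at an unadjusted p under 0.05. Chance alone would give 909.7. Counts in the terminal ileum were larger: 1690, 2005 and 3010 genes had an unadjusted p under 0.05, and limma called 0, 1 and 0. Rank products made 126 calls with C59 and 146 with GG in the upper small intestine, and 219 and 192 in the terminal ileum, where 4 and 1 genes were called in both directions and 215 and 191 separate genes remain. Simulated unchanged groups of 5 arrays against the same control arrays gave a median of 123 rank products calls in the upper small intestine (32 to 605 in 100 simulations) and 176 in the terminal ileum (34 to 585). The adjusted p of E530011L22Rik was 0.0688 to 0.147 without any one of control replicates 1, 2 and 3 or of GG replicates 2, 3, 4 and 5, 0.164 with only the control and GG arrays in the fit, 0.0691 with the median of each array subtracted, 0.059 with all 30 arrays in one fit and 0.171 with neighbouring organs as covariates.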

Rank products analysis [40] was more sensitive in detecting DEGs (FDR < 0.05) in the control group and groups administered LAB (**S1–S4 Tables**). The number of DEGs in the upper small intestine and terminal intestine of each mouse administered C59 and GG were shown in **Table 1**. 

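In the upper small intestine, rank products called 92 genes higher and 34 lower with C59, and 80 higher and 66 lower with GG. Cyp2b10, a cytochrome P450 of drug metabolism, ranked first among the higher genes with C59, at 11.12 ± 0.43 against 9.55 ± 0.48 in the control group (log2, SD, n = 5 each). With GG, the leading higher genes were Gast, which encodes gastrin, and Muc5ac, a gastric mucin, with differences of 2.54 (standard error 1.31) and 2.61 (standard error 1.17), or 1.58 and 1.74 without control replicate 1. Of the genes in the terminal ileum, 106 were called higher and 113 lower with C59, of which 4 were called in both directions, and 91 were called higher and 101 lower with GG, of which 1 was. Lct, which encodes lactase, led the higher genes with C59 (difference 2.15, standard error 0.95, or 1.41 without C59 replicate 3) and Igkv6-20, an immunoglobulin light chain segment, the lower ones (-1.87, standard error 0.60). Car1, a carbonic anhydrase of the large intestine, led with GG, at 10.72 ± 1.98 against 6.63 ± 2.49 (SD, n = 5 each). Both strains shared 43 higher genes in the upper small intestine, and 20 genes were higher with C59 and lower with GG. Because both comparisons use the same control arrays, simulated unchanged groups shared a median of 30 and 1 such genes, with at least as many in 35 and 9 of 100 simulations. Independent lists of these lengths would share 0.405 and 0.334 genes, and with the control arrays divided between the comparisons the medians were 9 and 4.5. The 20 genes depend on single arrays: the count was 0 without GG replicate 1 or 4, 1 without C59 replicate 1 or control replicate 3, and 3 at an estimated FDR under 0.01. The 43 were 27 without control replicate 3 and 77 without control replicate 2.

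In the terminal ileum, 30 genes were higher and 53 lower with both strains. Another 9 were higher with GG and lower with C59, and 5 were higher with C59 and lower with GG. The simulated medians were 21, 26.5, 3 and 4, with at least as many in 41, 19, 24 and 40 of 100 simulations. Independent lists would share 0.53, 0.627, 0.565 and 0.588 genes, and the medians with divided control arrays were 5.5, 4.5, 5 and 2.5. With 1 array left out, the 4 counts ranged from 12 to 54, 18 to 85, 1 to 11 and 0 to 5. With limma, 0 genes were shared.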

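The genes called by rank products in the upper small intestine include many from other organs. Of those lower with C59, 24 belong to the coagulation and hepatocyte lists, and of those higher, 19 belong to the pancreas lists and 11 to the stomach list. With GG, 20 of the lower genes belong to the coagulation and hepatocyte lists and 17 to the pancreas lists, and 15 of the higher genes to the stomach list. Among the genes higher with GG in the terminal ileum, 26 belong to the B cell and lymphoid follicle lists and 14 to the white adipose tissue list. With C59, the higher genes also include members of the B cell and lymphoid follicle lists, and 6 belong to the jejunal enterocyte list. At an estimated FDR under 0.1, rank products made 163 calls (C59) and 192 (GG) in the upper small intestine, and 305 and 281 in the terminal ileum. At an estimated FDR under 0.01, it made 70 and 93 calls in the upper small intestine and 102 and 67 in the terminal ileum, so the order of the segments turned with GG. When 1 array was left out at a time, the counts were 77 to 167 (C59) and 76 to 191 (GG) in the upper small intestine, and 98 to 305 and 85 to 268 in the terminal ileum, and these ranges overlap.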

Total number of DEGs was higher in the terminal ileum than in the upper small intestine of both C59- and GG-administered mice, suggesting that the terminal ileum is more suitable for investigating the effects of administration of LAB strains.

**Table 1:** Number of differentially expressed genes (DEGs, FDR < 0.05)) in upper small instestine and terminal ileum of mice administered C59 and GG.

small intestine	upper small intestine			terminal ileum		
administered LAB	C59	GG	common DEGs^a^	C59	GG	common DEGs^a^
up-regulated	94	83	(37)	132	95	(30)
						(5)^b^
down-regulated	47	89	(32)	172	142	(43)
			(24)^c^			(4)^c^
total	141	172		304	237	

^a^ Number of common DEGs represented in () is included in respective DEGs in C59 and GG.

^b^ DEGs up-regulated in GG-administered mice and down-regulated in C59-administered mice.

^c^ DEGs up-regulated in C59-administered mice and down-regulated in GG-administered mice.

To detect biological processes defined by GO that were affected by the administration of LAB, gene list enrichment analysis using the PANTHER over-representation test was employed, using lists of up-regulated or down-regulated genes (FDR < 0.05) in each LAB-administered group (**Table 2**). In the upper small intestine, the administration of C59 down-regulated the same biological processes as the administration of GG, suggesting that the effects were LAB-specific but not strain-specific. 

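The measured genes of coagulation and fibrinolysis, 21 genes that the liver expresses strongly, had a mean log2 value of 4.87 ± 0.36 in the upper small intestine of control mice, 4.48 ± 0.08 with C59 and 4.58 ± 0.37 with GG (SD, n = 5 each). Rank products called 6 of them lower with C59 and 6 with GG. This is an enrichment among the lower genes in both groups (Fisher's exact test, adjusted p = 1.99e-11 and 1.31e-09 over 42 lists), but the list was written after the paper's tables of these arrays had been read, so it is no independent evidence of a direction. Other genes that hepatocytes secrete lay lower alongside them: the mean of 30 such genes was 5.34 ± 0.54 in the control group, 4.64 ± 0.13 with C59 and 4.85 ± 0.50 with GG, and 12 and 11 of them were called lower (fry of limma for the list, adjusted p = 0.273 and 0.738). Alb, which encodes serum albumin, was at 8.43 ± 1.29 in the control group, 5.36 ± 0.46 with C59 and 6.48 ± 1.64 with GG, and Serpina1c, a protease inhibitor of plasma, at 8.01 ± 1.47, 4.72 ± 0.60 and 5.82 ± 1.95. The mean of 20 hepatocyte enzyme genes was 4.72 ± 0.33, 4.35 ± 0.12 and 4.49 ± 0.30 (fry of limma, adjusted p = 0.308 and 0.748). As whole lists, coagulation genes differed by -0.40 with C59 (fry of limma, adjusted p = 0.314; exact permutation p = 0.0159) and -0.29 with GG (adjusted p = 0.748; exact permutation p = 0.183; -0.18 without control replicate 2 and -0.46 without GG replicate 5). With limma adjusted over the list alone, 5 coagulation genes were lower with C59 (Fga, Fgb, Fgg, Plg and Kng1, the kininogen gene) and 0 with GG, and 0 passed over all genes in either group. At an unadjusted p under 0.05, Fga, Fgb and Fgg pass limma in both groups. Both strains shared 25 lower genes, where simulated unchanged groups against the same control arrays shared a median of 26, with at least as many in 50 of 100 simulations. Independent lists would share 0.123 genes, and with divided control arrays the median was 14. Across genes, which are not independent replicates, the log2 differences of both strains correlated with r = 0.48 (0.51 in the simulations, -0.01 with divided control arrays) and a covariance of 0.00916 (0.01 in the simulations). With the hepatocyte secreted list as a covariate, the coagulation difference with C59 was 0.09 in place of -0.40.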

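Fga, which encodes the fibrinogen alpha chain, was in the upper small intestine at 5.14 ± 1.40 in the control group and 2.70 ± 0.20 with C59 (log2, SD, n = 5 each), a difference of -2.44 (standard error 0.61). Fgb and Fgg, for the other fibrinogen chains, differed by -1.21 (standard error 0.34) and -1.24 (standard error 0.44) with C59. Plg, which encodes plasminogen, the precursor of the protease that dissolves fibrin, differed by -1.09 (standard error 0.36). All 5 C59 arrays lay below the control mean for each of the 4 genes. With GG, the differences were -1.58 (standard error 0.61) for Fga, -0.85 (0.34) for Fgb, -1.04 (0.44) for Fgg and -0.74 (0.36) for Plg, and 4 of 5 arrays lay below the control mean, with GG replicate 5 above it. Rank products called all 4 genes lower with both strains, with an estimated FDR of 0 to 0.00431. With the hepatocyte secreted, exocrine pancreas and stomach lists as covariates, the differences with C59 were -0.45 (Fga), -0.33 (Fgb), 0.10 (Fgg) and 0.01 (Plg), and those with GG -0.27, -0.13, -0.14 and 0.04. The adjusted p from limma over all genes was 0.671 to 0.938 with C59 and 0.788 to 0.815 with GG. These genes are dim on the arrays, and a filter that keeps genes at a log2 value of at least 5 in at least 5 arrays removes all 4. Plg was not called with GG when GG replicate 2 was left out.

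**Figure D1:**
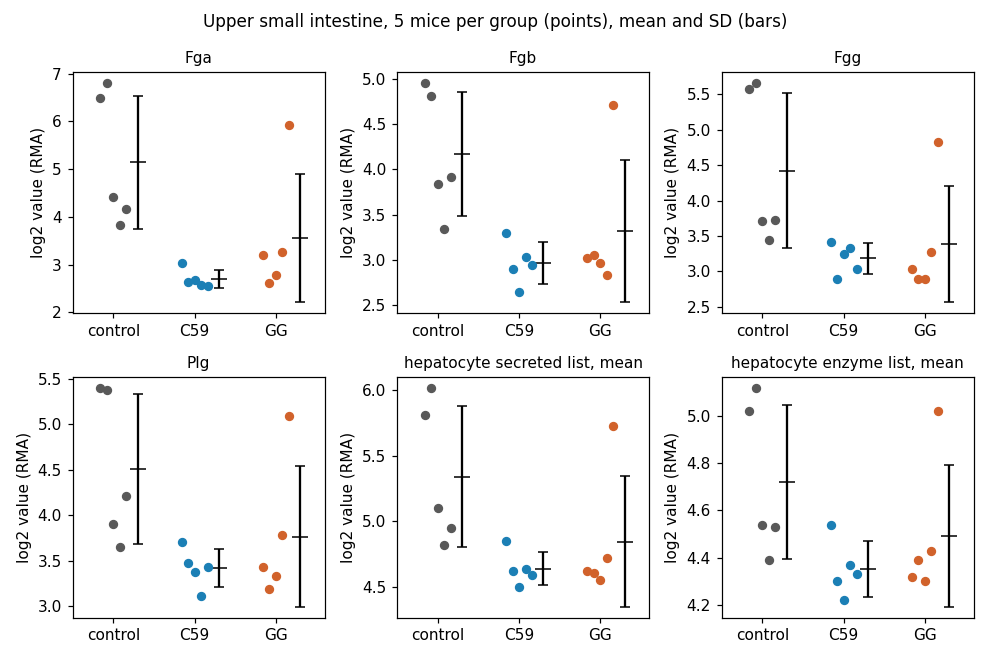
Log2 expression values in the upper small intestine of control, C59 and GG mice for Fga, Fgb, Fgg, Plg and the means of the lists of hepatocyte secreted proteins and hepatocyte enzymes. Each point is 1 array (n = 5 per group) and bars show the mean ± SD. Control replicates 1 and 2 and GG replicate 5 lie highest in the hepatocyte lists (5.73 to 6.02 in the secreted list, where the other arrays lie at 4.50 to 5.10).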

*Fga*, *Fgb*, and *Fgg* encoding fibrinogen subunits, and *Plg* encoding plasminogen, were significantly down-regulated (FDR<0.05) in groups administered both C59 and GG, among the genes associated with the biological processes “plasminogen activation”, “positive regulation of heterotypic cell-cell adhesion”, and “fibrinolysis”. These genes were not detected as DEGs in the terminal ileum. This observation raised the possibility that down-regulation of fibrinogen subunit and plasminogen gene expression in the upper small intestine might be a general effect of LAB administration. 

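Fga in the terminal ileum differed from the control by -0.11 with C59 and 0.07 with GG (standard error 0.08 for both). The differences of Fgb were 0.03 and -0.01 (standard error 0.07) and those of Fgg 0.04 and 0.14 (standard error 0.13). Plg differed by -0.15 with C59, with all 5 arrays below the control mean, and by -0.04 with GG (standard error 0.06; adjusted p from limma = 0.472 and 0.857). Group means of the 4 genes were 2.78 to 3.75 in this segment, near the low end of the arrays, and rank products called none of them. The 21 coagulation genes as a list differed by 0.03 with C59 and 0.05 with GG (fry of limma, adjusted p = 0.807 and 0.297). The difference between the segments was tested by permuting the group labels within each segment, a test chosen after the data had been seen. The same holds for its form in which equal replicate numbers of a group are read as 1 mouse. Among the genes the paper names for this experiment, it was smallest in p for Fgb and Fga with C59 (exact permutation p = 0.0045 and 0.00693, adjusted p = 0.187 for both over 54 tests). With mice paired, the exact permutation p was 0.00794 for both (adjusted p = 0.214). This is the lowest p that the 252 relabellings of paired mice can give, so the adjusted value decides nothing. For the coagulation list with C59 the exact permutation p was 0.00847 (adjusted p = 0.356 over 84 tests), and 0.0159 with mice paired (adjusted p = 0.445).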

The oral administration of *Lactobacillus casei* CRL431 was shown to activate effectively coagulation and inhibit fibrinolysis during a pneumococcal infection; this was mediated by an induction of high levels of IL-4 and IL-10 [46]. In the current study, the oral administration of C59 or GG did not significantly affect the expression of *Il4* and *Il10* in either the upper or lower small intestine in a healthy mouse. 

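Il4 and Il10 encode interleukins that are secreted mainly by lymphoid cells. In the upper small intestine, Il4 was at 3.15 ± 0.09 in the control group, 3.22 ± 0.08 with C59 and 3.23 ± 0.20 with GG (log2, SD, n = 5 each), and Il10 at 2.66 ± 0.16, 2.69 ± 0.10 and 2.73 ± 0.09. Il4 in the terminal ileum was at 3.93 ± 0.21, 3.85 ± 0.18 and 3.88 ± 0.08, and Il10 at 3.23 ± 0.14, 3.26 ± 0.06 and 3.35 ± 0.08. The differences from the control ranged from -0.08 to 0.12, with standard errors of 0.06 to 0.10. No difference passed limma (adjusted p = 0.506 to 0.971), and rank products called neither gene. Both genes lie near the low end of the values of the arrays, so a change in few cells would not be visible.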

Whether administration of LAB affects blood coagulation itself by down regulating of expression of coagulation-related genes remains to be investigated. With respect to *Plg* gene expression in the upper small intestine, although it has been shown that the cell surface components of C59 can activate plasminogen *in vitro* [38], the effect of oral administration of C59 could be distinct from the *in vitro* mechanism.

**Table 2:** PANTHER Overrepresentation Test of gene expression in upper small intestine and terminal ileum of mice administered C59 and GG.

Intestine	LAB	up/ down () *	GO biological process	Ref-list (22322)	loaded	expected	Fold enrichment	P-value
upper small instestine	C59	up	digestion (GO:0007586)	94	10	0.37	27.0	4.69E-08
		(94)	carbohydrate transport (GO:0008643)	78	6	0.31	19.5	6.17E-03
			steroid metabolic process (GO:0008202)	197	9	0.78	11.6	7.92E-04
			response to nutrient levels (GO:0031667)	238	9	0.94	9.6	3.81E-03
		down (47)	plasminogen activation (GO:0031639)	10	4	0.02	> 100	2.35E-05
			positive regulation of heterotypic cell-cell adhesion (GO:0034116)	10	3	0.02	> 100	5.99E-03
			fibrinolysis (GO:0042730)	15	4	0.03	> 100	1.18E-04
	GG	up (83)	n.d.					
		down (89)	positive regulation of heterotypic cell-cell adhesion (GO:0034116)	10	3	0.03	97.1	3.68E-02
			plasminogen activation (GO:0031639)	10	3	0.03	97.1	3.68E-02
			fibrinolysis (GO:0042730)	15	4	0.05	86.3	1.36E-03
terminal ileum	C59	up (132)	n.d.					
		down (176)	n.d.					
	GG	up (95)	brown fat cell differentiation (GO:0050873)	34	5	0.13	37.7	2.18E-03
			lymph node development (GO:0048535)	28	4	0.11	36.7	4.05E-02
			B cell receptor signaling pathway (GO:0050853)	52	5	0.2	24.7	1.73E-02
			regulation of leukocyte chemotaxis (GO:0002688)	101	6	0.39	15.2	2.53E-02
			B cell activation (GO:0042113)	155	8	0.6	13.2	1.55E-03
			cell chemotaxis (GO:0060326)	165	7	0.64	10.9	3.36E-02
			regulation of leukocyte migration (GO:0002685)	165	7	0.64	10.9	3.36E-02
			adaptive immune response (GO:0002250)	274	9	1.07	8.4	1.09E-02
		down (143)	vasodilation (GO:0042311)	34	5	0.12	42.1	1.26E-03
			regulation of lipid metabolic process (GO:0019216)	298	9	1.04	8.6	8.56E-03

* number in () indicates the number of analyzed genes (FDR<0.05).

By contrast to the upper small intestine, common biological processes affected by the oral administration of C59 or GG were not identified in the terminal ileum and only administration of GG affected several biological processes, suggesting a GG-specific effect in that intestinal segment. 

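In the terminal ileum, fry of limma called 1 list with C59 and 5 with GG, and the B cell list was not among them. With C59, 20 genes of the circadian clock and its output had a mean of 8.04 ± 0.10 against 7.83 ± 0.05 in the control group (log2, SD, n = 5 each; difference 0.22, adjusted p = 0.00479 from fry of limma; adjusted p = 0.0813 with an estimated correlation). Adjusted over the list alone, 7 of them were higher, among them Per1, Per2 and Tef, which encode clock components and a clock-driven transcription factor (differences 0.69, 0.65 and 0.39, standard errors 0.15, 0.16 and 0.07). With GG, the same list was at 7.96 ± 0.03 (difference 0.13, adjusted p = 0.0488; adjusted p = 0.238 with an estimated correlation), with 7 genes higher and 2 lower adjusted over the list alone, the lower ones being Npas2 (-0.56, standard error 0.11) and Arntl (-0.35), partners in the activating limb of the clock. The 19 genes of cholesterol synthesis were lower with GG (9.43 ± 0.05 against 9.58 ± 0.05, difference -0.16, adjusted p = 0.0324; adjusted p = 0.167 with an estimated correlation), and 9 of them were lower adjusted over the list alone, including Insig1 and Mvd (-0.31 and -0.26, standard errors 0.08 and 0.07). With C59 the difference was -0.14 (adjusted p = 0.0685), and 4 genes were lower adjusted over the list alone. With GG, the mean of 10 genes of tuft cells, chemosensory cells of the epithelium, was higher by 0.14 and that of 20 hepatocyte enzyme genes by 0.17 (adjusted p = 0.0488 for both; adjusted p = 0.238 for both with an estimated correlation). Cyp2e1, a member of the hepatocyte enzyme list, differed by 1.89 and weighs heavily in its mean. The list was not tested without Cyp2e1. The tuft cell mean was 5.11 and 5.13 in control replicates 1 and 5, the control arrays with a high B cell mean (8.03 and 7.63), against 4.83 to 4.87 in the other control arrays, and dim genes as a class lay higher with GG by a median of 0.058. The hepatocyte enzyme mean moved with white adipose tissue: C59 replicates 1, 4 and 5 had 4.88 to 4.91 at adipose means of 7.22 to 7.62, and C59 replicates 2 and 3 had 4.71 and 4.72 at 6.52 and 6.45. With the adipose and colon lists as covariates, its difference was 0.07 (adjusted p = 0.109 from fry of limma) and that of tuft cells 0.15 (adjusted p = 0.101). In 7 of 10 runs that left out 1 array, each of these lists had an adjusted p of 0.0519 to 0.137. With only the control and C59 arrays in the fit, the adjusted p of the clock list was 0.0545. Without any one of the GG arrays or of control replicates 1, 3 and 4, the clock list with GG had an adjusted p of 0.0559 to 0.137, and without any one of control replicates 3 and 4 or GG replicates 3 and 4, cholesterol synthesis had 0.0833 to 0.105. Over all genes, 0 members of these lists passed limma.

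Across genes, which are not independent replicates, the log2 differences of both strains in the terminal ileum correlated with r = 0.32 (0.52 in simulated unchanged groups against the same control arrays, -0.04 with divided control arrays). Their covariance was 0.00475 (0.00545 in the simulations). In the direct comparison of GG with C59, limma called 0 genes, with 29 at an adjusted p under 0.1. The lowest adjusted p, 0.0941, was shared by several genes, among them Cd200r4, of a family of receptors on myeloid cells, which was named after its value had been seen.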

Significant (*p* < 0.05) enrichment of B cell-related GO terms was observed among up-regulated genes in the group administered GG. 

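The mean of 37 B cell genes in the terminal ileum was 7.22 ± 0.57 with GG, 7.05 ± 0.79 with C59 and 6.85 ± 0.91 in the control group (log2, SD, n = 5 each). Rank products called 18 of these genes higher with GG, which is an enrichment (Fisher's exact test, adjusted p = 4.41e-31 over 42 lists), and 7 with C59 (adjusted p = 2.32e-08). Of 19 genes of lymphoid follicle stroma and chemokines, 8 were called higher with GG (adjusted p = 2.9e-13) and 2 with C59 (adjusted p = 0.0283). The study chose B cell genes from these samples, and its tables had been read when the lists were written, so these counts are not independent evidence of a direction. As a whole list, B cell genes differed from the control by 0.37 with GG (fry of limma, adjusted p = 0.78; exact permutation p = 0.468; 0.19 without control replicate 3 and 0.67 without control replicate 1), with 35 of 37 genes and 4 of 5 arrays above the control mean. With C59 the difference was 0.20 (adjusted p = 0.968; exact permutation p = 0.833; -0.01 without C59 replicate 1 and 0.49 without control replicate 1), with 3 of 5 arrays above it. Adjusted over the list alone or over all genes, 0 B cell genes passed limma with either strain. The directly tested difference between GG and C59 was 0.17 (fry of limma, adjusted p = 0.805; exact permutation p = 0.77), and it was -0.07 without C59 replicate 2 and 0.41 without GG replicate 4. Germinal center genes (12 genes) differed from the control by 0.14 with GG (adjusted p = 0.776). Their means were 6.54 to 7.44 in the control arrays and 6.67 to 7.20 in the GG arrays. The arrays fell into 6 with a B cell mean of 6.06 to 6.38 and 9 at 7.17 to 8.03, and each group had arrays in both ranges. With the T cell list as a covariate, the difference with GG was -0.05.

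**Figure D2:**
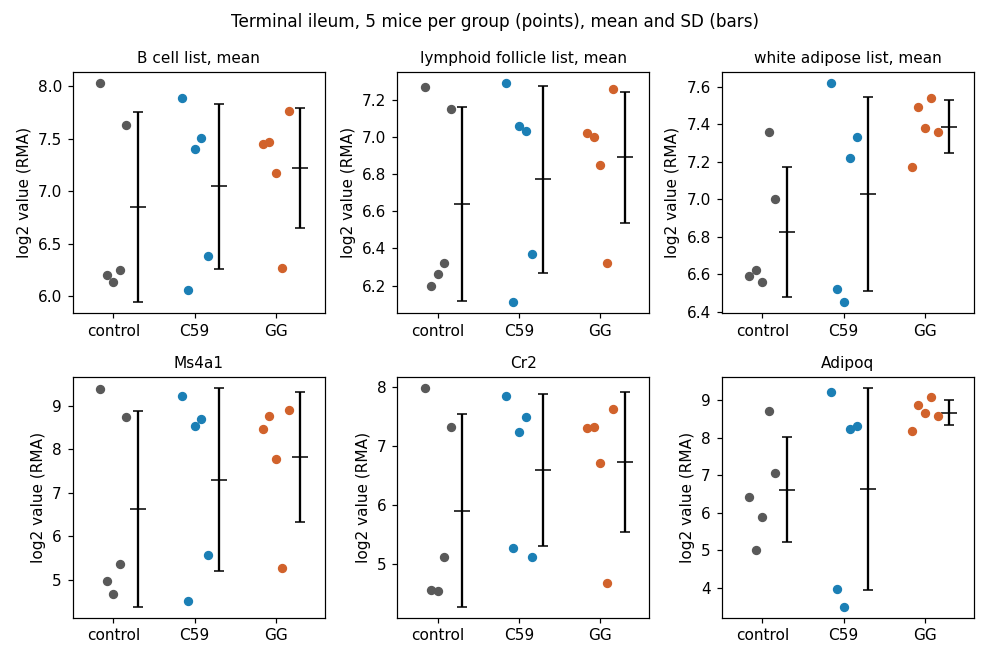
Log2 expression values in the terminal ileum of control, C59 and GG mice for the means of the B cell, lymphoid follicle and white adipose tissue lists and for Ms4a1, Cr2 and Adipoq. Each point is 1 array (n = 5 per group) and bars show the mean ± SD. B cell values form a low and a high range, and 4 of 5 GG arrays, 3 of 5 C59 arrays and 2 of 5 control arrays are in the high one.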

The following DEGs were associated with “brown fat cell differentiation”: *Adb3*, *Adig*, *Adipoq*, *Fabp4*, and *Scd1*. 

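Adipoq, which encodes the adipocyte hormone adiponectin, was at 8.66 ± 0.34 with GG and 6.62 ± 1.39 in the control ileum (log2, SD, n = 5 each), a difference of 2.04 (standard error 0.96). Fabp4, a fatty acid carrier of adipocytes, was at 10.77 ± 0.20 against 9.93 ± 0.53, and Scd1, a desaturase of fatty acid synthesis, at 10.81 ± 0.32 against 9.58 ± 0.95. With the mean of a gene's probe sets, Fabp4 differed by 0.45 in place of 0.84, since 2 of its 4 probe sets, the dimmest ones, differed by 0.17 and -0.04. Adig, a gene of adipocyte differentiation, differed by 0.35. Rank products called all 4 genes higher with GG. It called 14 of 24 white adipose tissue genes higher (Fisher's exact test, adjusted p = 8.5e-26), among them Retn and Thrsp, which encode the hormone resistin and a regulator of lipid synthesis (differences 1.07 and 1.65, standard errors 0.34 and 0.47; Thrsp 1.02 with the mean of its probe sets). Retn was named after its value had been seen. The list was written after S4 Table, which comes from the same arrays, had been read, so this enrichment is no independent evidence of a direction. The mean of the 24 genes was 7.39 ± 0.14 with GG, 7.03 ± 0.52 with C59 and 6.83 ± 0.35 in the control group, and all 5 GG arrays lay above the control mean. The difference with GG was 0.56 (fry of limma, adjusted p = 0.135; exact permutation p = 0.0159; adjusted p = 0.307 with an estimated correlation). Adjusted over the list alone, Thrsp and Cidec, a lipid droplet gene, passed limma, and over all genes 0 did. With C59, 5 genes of the list were called higher and 2 lower. Adig was called in 1 of 10 runs that left out 1 array, and not after quantile normalization or at the level of probe sets. The filter on dim probe sets removes Adig and cannot test it. Adipoq, Fabp4 and Scd1 were called in all 10 runs.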

The following DEGs associated with “lymph node development”, “B cell receptor signaling pathway”, “B cell activation”, “cell chemotaxis”, and “adaptive immune response” were identified: *Arhgef16*, *Blk*, *Ccr6*, *Ccr7*, *Cd79a*, *Cd79b*, *Cr2*, *Cxcr13*, *Cxcr5*, *Fcamr*, *Ighg*, *Klhl6*, *Ltb*, *Ms4a1*, *Pdgfra*, *Saa2*, *Saa3*, and *Tnfrsf13c*. These results suggest that GG administration exerts a more pronounced effect on the activation of immune cells than C59 administration. 

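Ms4a1, which encodes the B cell surface protein CD20, had a mean log2 value of 7.83 with GG and 6.63 in the control ileum (n = 5 each), a difference of 1.20 (standard error 1.09). Cr2, the complement receptor CD21 of B cells and follicular dendritic cells, was at 6.73 ± 1.19 against 5.91 ± 1.63 (SD, difference 0.82, standard error 0.76). Tnfrsf13c, the receptor of the B cell survival factor BAFF, differed by 0.68 and the B cell receptor chain Cd79b by 0.59. Cxcl13, a chemokine that draws B cells into follicles, differed by 0.62, and its receptor Cxcr5 by 0.50. Rank products called these 6 genes higher with GG, and also Blk, Ccr6, Ccr7, Cd79a, Fcamr, Klhl6, Ltb, Saa2 and Saa3, with differences of 0.34 to 0.48. The adjusted p from limma of all 15 genes was 0.377 to 0.841. Arhgef16, a guanine nucleotide exchange factor, differed by 0.01 (standard error 0.06) and was not called. Pdgfra, a receptor of fibroblasts, was at 10.58 ± 0.04 with GG and 10.87 ± 0.14 in the control group (difference -0.28, standard error 0.07, adjusted p = 0.225 from limma), with all 5 GG arrays below the control mean, and rank products did not call it (estimated FDR 0.139). With C59, Ms4a1, Cr2 and Tnfrsf13c were called higher as well, with differences of 0.68, 0.68 and 0.44, but in 8, 8 and 4 of 10 runs that left out 1 array. In these runs the difference was 0.19 to 1.38 for Ms4a1, 0.34 to 1.20 for Cr2 and 0.13 to 0.91 for Tnfrsf13c. With 1 array left out, the difference with GG was 0.71 to 1.89 for Ms4a1, 0.48 to 1.34 for Cr2, 0.40 to 1.15 for Tnfrsf13c, 0.33 to 0.99 for Cd79b, 0.33 to 0.95 for Cxcl13, 0.21 to 0.99 for Cxcr5 and 0.07 to 0.71 for Cd79a. The lowest of these values came without control replicate 2, 3 or 4, and the highest without control replicate 1 (Cxcr5: without GG replicate 4). For the other genes it was 0.23 to 0.85 (Blk), 0.25 to 0.86 (Ccr6), 0.22 to 0.64 (Ccr7), 0.35 to 0.59 (Fcamr), 0.16 to 0.75 (Klhl6), 0.20 to 0.66 (Ltb), 0.13 to 0.61 (Saa2) and 0.30 to 0.58 (Saa3). Saa2 was not called with each probe set on its own. Its only probe set ends in _x_at, so the run without _x_at and _s_at probe sets cannot test it. With the adipose and colon lists as covariates, Saa2 and Saa3 differed by -0.36 and -0.54. Of 10 runs that left out 1 array, Ms4a1 was called with GG in 10, Tnfrsf13c in 9, Cr2 in 8 and the other 12 genes in 3 to 5. These 12 genes were not called at an estimated FDR under 0.01. The filter on dim probe sets removes Fcamr and cannot test it. The genes were chosen by the study from these samples, so their calls are not independent evidence of a direction.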

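In the direct comparison of GG with C59 in the terminal ileum, 19 cytokine genes were higher with GG (4.58 ± 0.01 against 4.49 ± 0.04, log2, SD, n = 5 each; difference 0.09, adjusted p = 0.0239 from fry of limma; adjusted p = 0.197 with an estimated correlation). With adjustment over the list alone, Ifnb1, Il5 and Tnf were higher, and over all genes 0 passed limma. The 17 genes of intraepithelial and cytotoxic lymphocytes differed by 0.29 (adjusted p = 0.205; exact permutation p = 0.0397). With adjustment over the list alone, 6 of them were higher with GG than with C59, including Gzma and Gzmb, which encode granzymes of cytotoxic cells (differences 0.75 and 1.10, standard errors 0.20 and 0.33), and Ccl5, a T cell chemokine (0.74). The 23 T cell genes differed by 0.20 (adjusted p = 0.482) and the 16 plasma cell genes by 0.12 (adjusted p = 0.338). C59 replicate 2 was lowest in both lists (5.83 and 9.29, against 6.25 to 6.61 and 9.41 to 9.70 in the other C59 arrays). Antimicrobial and acute phase genes (28 genes) differed by 0.41 (adjusted p = 0.205; exact permutation p = 0.0556). C59 replicates 2 and 3 were lowest in the lymphocyte list (5.91 and 6.05, against 6.36 to 6.52 in the other C59 arrays and 6.42 to 6.66 with GG) and in the antimicrobial list (7.07 and 7.22, against 7.74 to 7.91 and 7.72 to 8.15). They also had the highest jejunal enterocyte means of the segment (10.12 and 10.04, against 8.98 to 9.63), so the pieces differ in more than immune genes. Without any one of C59 replicates 2 and 3 or GG replicates 2, 3 and 4, the adjusted p of the cytokine list was 0.0522 to 0.0959. The cytokine genes are dim, with a mean of at least 5 for 6 of 19, and with all genes in 4 classes by level, the median difference between GG and C59 was 0.06 in the dimmest class and -0.05 in the 3rd. From the enrichment of B cell-related GO terms and the DEGs listed with them, the paper proposes that GG affects the activation of immune cells more than C59 does.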

Pronounced immunostimulatory effects of GG have been reported in various studies [16, 17, 29–31, 47]. 

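Of the immune lists in the terminal ileum, the 19 cytokine genes were higher with GG than in the control group (4.58 ± 0.01 against 4.47 ± 0.05, log2, SD, n = 5 each; difference 0.11, adjusted p = 0.00902 from fry of limma; adjusted p = 0.0646 with an estimated correlation). Il25, a cytokine of tuft cells, was the only member higher adjusted over the list alone (3.80 ± 0.08 against 3.55 ± 0.13; difference 0.25, standard error 0.06). T cell genes differed by 0.15 (adjusted p = 0.735), genes of intraepithelial and cytotoxic lymphocytes by 0.13 (adjusted p = 0.642), plasma cell genes by 0.06 (adjusted p = 0.776), and macrophage and dendritic cell genes (21 genes) by 0.01 (adjusted p = 0.968). The 29 interferon response genes differed by 0.06 (adjusted p = 0.79), the 17 genes of Toll-like receptors and their adaptors by 0.02 (adjusted p = 0.836) and the antimicrobial and acute phase genes by 0.18 (adjusted p = 0.776). In the interferon list, control replicate 2 lay at 7.66 and the other control and GG arrays at 7.95 to 8.24. GG replicate 5 was at 6.76 in the T cell list, against 6.35 to 6.46 in the other GG arrays. Control replicate 1 was at 9.82 in the plasma cell list, against 9.43 to 9.54 in the other control arrays. Rank products called 5 antimicrobial genes higher with GG, including Retnlb, which encodes a goblet cell protein active against bacteria (1.30, standard error 0.41). Over all genes, 0 members of these lists passed limma with GG. The cytokine list had adjusted p = 0.0673 with the filter on dim probe sets. With genes in 4 classes by level, from dim to bright, the median difference with GG was 0.058, 0.038, -0.024 and -0.016, and most cytokine genes are dim.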

Our results confirmed these immunostimulatory effects, as reflected by the host’s intestinal gene expression. Since more DEGs were detected in the terminal ileum and GG-specific enrichment was observed when the terminal ileum was examined, we decided to focus on the terminal ileum in subsequent analyses.

### The effect of strain and dose of orally administered LAB on the gene expression in the terminal ileum

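Genes of the unfolded protein response, which raises the folding capacity of the endoplasmic reticulum, had a higher mean in the upper small intestine with both strains than in the control group. The mean of 19 such genes was 9.06 ± 0.12 in the control group, 9.18 ± 0.08 with C59 (difference 0.13, adjusted p = 0.0301 from fry of limma) and 9.22 ± 0.06 with GG (difference 0.17, adjusted p = 0.00117; SD, n = 5 each). Herpud1, a component of the degradation of misfolded proteins, was at 10.22 ± 0.18, 10.67 ± 0.05 and 10.62 ± 0.10. Adjusted over the list alone, 1 gene was higher with C59 and 6 with GG, including Hspa5 and Hsp90b1, chaperones of the endoplasmic reticulum (0.29 and 0.26, standard errors 0.07 and 0.06), and over all genes 0 passed limma. Sgk1, a kinase gene induced by glucocorticoids, was at 10.63 ± 0.10 with C59 and 9.34 ± 0.62 in the control group of the upper small intestine, and at 10.84 ± 0.30 and 10.00 ± 0.36 in the terminal ileum (adjusted p = 0.269 and 0.221 from limma). Pdk4, which limits glucose oxidation during fasting, was at 7.68 ± 0.40 with C59 and 7.55 ± 0.52 with GG against 6.50 ± 0.39 in the upper small intestine. The list of 20 glucocorticoid and fasting genes differed there by 0.27 with C59 (adjusted p = 0.0924) and 0.19 with GG (adjusted p = 0.498). With adjustment over the list alone, 6 of its genes were higher with C59 and 2 with GG. Both strains were compared with the same control arrays, so the rises of the unfolded protein response list are not independent of each other. The unfolded protein response list had adjusted p = 0.019 (C59) and 0.00496 (GG) with an estimated correlation. In part of the arrays its mean lay higher where that of the exocrine pancreas list did: control replicates 1 and 2 had 9.20 and 9.18 at pancreas values of 11.88 and 11.97, and control replicate 3 had 8.93 at 7.85. The highest values of both lists were those of C59 replicate 1 (9.32 at 12.61) and GG replicate 5 (9.31 at 12.30). The GG arrays with pancreas values of 6.64 and 7.35 had 9.23 and 9.19. With neighbouring organs, the pancreas among them, as covariates, its adjusted p was 0.0412 (C59) and 0.0043 (GG). With the mean of a gene's probe sets its adjusted p was 0.163 and 0.233, and for C59 it was 0.0966 after quantile normalization, 0.0686 with only the control and C59 arrays in the fit, and 0.0614 to 0.114 without any one of the C59 arrays or of control replicates 3, 4 and 5 (difference 0.09 without C59 replicate 1).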

In Experiment 1, we showed that oral administration of 10^9^ CFU/day of C59 or GG for 2 weeks significantly changed intestinal gene expression. To evaluate the strain-specific and dose-related effects of LAB on gene expression in the terminal ileum, 1 × 10^7^, 1 × 10^8^, and 1 × 10^9^ CFU/day of strains C59 and GG were administered in Experiment 2 (**Fig 1B**). Throughout the experiment, the administration of various doses of LAB had no effect on animal body weight gain. The DEGs between the control group and each LAB administered group were identified using rank products analysis (**Table 3**, **S5–S10 Tables**) [40]. Among up- and down-regulated DEGs, number of common DEGs were also counted in C59- and GG- administered groups, respectively (Table 3). 134 up-regulated DEGs and 6 down-regulated DEGs were found in all LAB-administered groups. To clarify the reproduction of DEGs in Experiment 1 (Table 1) and Experiment 2 (Table 3), up- and down-regulated DEGs were compared. In the case of C59-administered group, 31 genes (23%) out of 132 up-regulated DEGs in Experiment 1 were reproduced in Experiment 2 (C59-10^9 group), whereas only 15 genes (8.7%) out of 172 down-regulated DEGs were reproduced. In the case of GG-administered group, 36 genes (38%) out of 95 up-regulated DEGs and 9 genes (6%) in 142 down-regulated DEGs in Experiment 1 were reproduced in Experiment 2 (Table 3, GG-10^9). Although C59-10^9 and GG-10^9 groups showed the highest number of DEGs, no clear dose-dependent effects on the number of DEGs were observed.

**Table 3:** Number of differentially expressed genes (DEGs, FDR < 0.05) in the terminal ileum of mice administered different doses of C59 and GG.

administered LAB	C59				GG			
dose group	10^7	10^8	10^9	common DEGs a (C59)	10^7	10^8	10^9	common DEGs a (GG)
up-regulated	254	250	292	(157)	558	465	636	(254)
down-regulated	61	87	59	(10)	138	140	242	(63)
total	315	337	351	(167)	696	605	878	(317)

a Number of common DEGs in () is included in respective DEGs.

To identify the factors contributing to changes in gene expression in the terminal ileum, principal component (PC) analysis (PCA) was performed using array data quantified by RMA (**Fig 2A**). Each gene had a loading in each principal component. PCA was used to determine whether gene expression would be affected by different doses of LAB. PCA of all RMA data (7 groups, n = 5) revealed that the cumulative proportion of top 15 PCs was 0.85. PC1 significantly contributed to the classification between control and GG-10^7 (*p <* 0.05), GG-10^8 (*p* = 0.05), and GG-10^9 (*p <* 0.01), respectively, suggesting that administration of more than 1 × 10^7^ CFU/day of GG changed the gene expression of the host ileum. There was no significant difference between groups at different doses of GG. The PCA plot showed that 14 out of 15 GG groups had a positive PC1 coefficient value (**Fig 2A**). Conversely, PC3 significantly contributed to the classification between the control and the C59-10^8 group (*p <* 0.01). Eleven out of 15 C59 administered groups had a negative coefficient value on PC3. The component loadings of PC1 and PC3 for each gene were plotted to detect the contribution to these two PCs (**Fig 2B**). Genes with higher component loadings on PC1 and lower component loadings on PC3 were identified (**S11 Table**). Interestingly, genes with a high PC1 coefficient were found in DEGs identified in B cell-related GO terms in Experiment 1. Thus, the expression of these genes, *Ccr6*, *Cd79a*, *Cd79b*, *Cr2*, *Cxcr5*, *Klhl6*, *Ms4a1*, *Tnfrsf13c*, would characterize the effect of GG administration.

**Fig 2:**
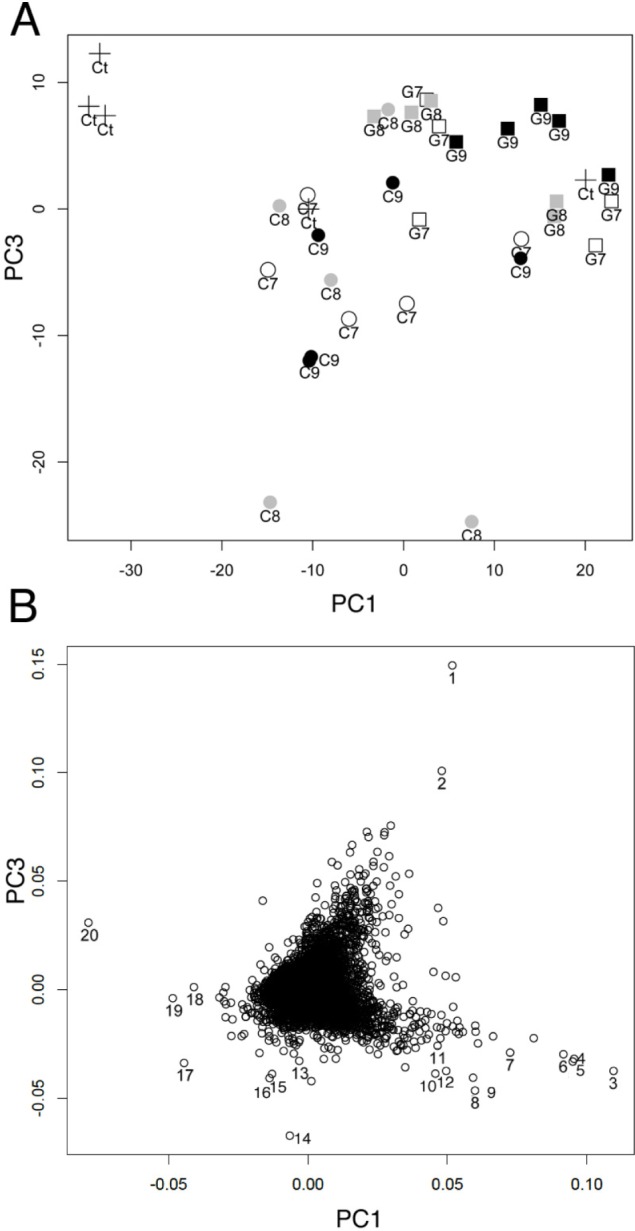
Principal component analysis of gene expression of the terminal ileum after the administration of various doses of C59 and GG. A. PCA plot using PC1 and PC3 gene expression data quantified by RMA. Each dot indicates control (Δ), C59-10^7 (○), C59-10^8 (⊗), C59-10^9 (●), GG-10^7 (□), GG-10^8 (⊠), and GG-10^9 (■) (n = 5 in each group). B, Plot of component loadings of PC1 and PC3 for all genes. Gene with high PC values were numbered: 1, *Hist1h2ao/Hist1h2ap*; 2, *C430003N24Rik*; 3, *Ms4a1*; 4, *Glycam*; 5, *Faim3*; 6, *Ighv14-2*; 7, *Cr2*,; 8, *Serpina1a*; 9, *P2ry10*; 10. *Mndal/Ifi205/Ifi204/Ifi211*; 11, *Ighg/Ighg2b*; 12, *Hmgb1l/Hmgb1*; 13, *Arfgef3*; 14, *Igkv6-20*; 15, *2810043O03Rik*; 16, *B830007D08Rik*; 17, *Slc6a14*; 18, *Retnlb*; 19. *Saa1*; and 20, *Car1*.

The result of PCA suggested that the administration of C59 and GG differentially affected the gene expression in the terminal ileum.

In the case of GG administration, a difference in gene expression was observed in the GG-10^7 group. We previously reported that a 7 day consecutive administration of GG (4 × 10^8^ CFU/0.2 ml of PBS) to mice resulted in a marked increase in *Tlr3* gene expression in the small intestine, but did not alter the expression of genes encoding other TLRs [34]. In the current study, a significant up-regulation of *Tlr3* expression was observed in the groups administered both GG and C59 (FDR < 0.05), except for the GG-10^9 group (FDR = 0.05). This was consistent with the observation that LAB strains harbor more dsRNA than other examined pathogenic bacteria [35]. In experiments that employ bone marrow-derived dendritic cells, LAB induces IFN-β production via dsRNA [35]. Changes in the expression of the *Ifnb1* gene encoding IFN-β were not observed in the current study. TLR3 plays a key role in the innate immunity [35, 48], and LAB administration would stimulate the host’s immune responses. The type of dsRNA that is involved in the up-regulation of *Tlr3* and the question of whether LAB dsRNA is involved in the strain-specific probiotic effect should be investigated further.

To detect the dose-dependent effect of LAB administration on the biological processes in the terminal ileum, the PANTHER over-representation test was employed, using lists of genes up-regulated or down-regulated (FDR < 0.05) in each group administered LAB (**S5–S10 Tables**). Although neither the number of DEGs (**Table 3**) nor PCA (**Fig 2**) revealed dose-related effects of LAB, gene list enrichment analysis revealed strain- and dose-related effects on GO biological processes (**Table 4**). Significant enrichment of genes involved in “intestinal absorption” (GO:0050892) was observed in both the C59-10^8 group (*p* = 0.0014) and the C59-10^9 group (*p* = 0.0050); in these groups, six genes, namely, *Abcb1a*, *Aco1*, *Cd36*, *Fabp1*, *Lep*, and *Slc5a1*, were significantly up-regulated (FDR < 0.05).

**Table 4:** PANTHER Overrepresentation Test of gene expression in terminal ileum of mice administered GG and C59.

Group	up/down () *	GO biological process	Ref-list (22322)	loaded	expected	Fold enrichment	P-value
C59 10^7	up (255)	n.d.					
	down (1)	n.d.					
C59 10^8	up (251)	intestinal absorption (GO:0050892)	26	6	0.24	25.5	0.0014
		→digestive system process (GO:0022600)	58	7	0.52	13.34	0.0101
	down (88)	regulation of plasma lipoprotein particle levels (GO:0097006)	43	4	0.07	56.12	0.0069
C59 10^9	up (293)	intestinal absorption (GO:0050892)	26	6	0.29	20.6	0.0050
		steroid metabolic process (GO:0008202)	197	12	2.21	5.44	0.0245
		glycerolipid metabolic process (GO:0046486)	250	15	2.8	5.36	0.0017
	down (59)	n.d.					
GG 10^7	up (559)	regulation of energy homeostasis (GO:2000505)	21	6	0.42	14.27	0.0416
		triglyceride metabolic process (GO:0006641)	62	10	1.24	8.05	0.0058
		regulation of lipid metabolic process (GO:0019216)	298	20	5.97	3.35	0.0309
	down (138)	n.d.					
GG 10^8	up (435)	lipid modification (GO:0030258)	153	13	2.59	5.02	0.0244
		glycerolipid metabolic process (GO:0046486)	250	18	4.23	4.25	0.0035
	down (141)	n.d.					
GG 10^9	up (637)	B cell receptor signaling pathway (GO:0050853)	52	9	1.09	8.22	0.0176
		→immune response-regulating cell surface receptor signaling pathway (GO:0002768)	126	14	2.65	5.28	0.0059
		regulation of B cell proliferation (GO:0030888)	64	11	1.35	8.16	0.0014
		→regulation of lymphocyte proliferation (GO:0050670)	208	17	4.38	3.88	0.0252
		positive regulation of adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains (GO:0002824)	91	11	1.92	5.74	0.0412
		B cell activation (GO:0042113)	155	17	3.26	5.21	0.0005
		positive regulation of cell activation (GO:0050867)	294	21	6.19	3.39	0.0149
	down (242)	n.d.					

* number in () indicates the number of analyzed genes (FDR<0.05).

Specific GO term enrichment was not apparent for down-regulated genes in GG animals. Similar to the results of Experiment 1 (**Table 1**), enrichment of “B cell receptor signaling pathway” and “B cell activation” processes was also observed in the GG-10^9 group in Experiment 2. These results suggested that GG cells interact specific intestinal immune cells to activate B cells and administration of 1 × 10^9^ CFU/day of GG cells is required to execute this activity. The following 33 genes listed under “B cell receptor signaling pathway” and “B cell activation” were up-regulated in GG-10^9 group: *Aicda*, *Bank1*, *Blk*, *Btk*, *Btla*, *Ccr6*, *Cd19*, *Cd24a*, *Cd40*, *Cd79a*, *Cd79b*, *Cr2*, *Cxcr5*, *Fnip1*, *Gcsam*, *Hhex*, *Ighg*, *Ighg1*, *Ighg3*, *Ighv14-2*, *Il2rg*, *Klhl6*, *Lyl1*, *Malt1*, *Mef2c*, *Ms4a1*, *Pawr*, *Ptprc*, *Sash3*, *Stap1*, *Tfrc*, *Tnfrsf13b*, and *Tnfrsf13c*. Such enrichment was not observed in either the GG-10^7 or the GG-10^8 group, indicating that administration of 1 × 10^9^ CFU/day of GG increased the expression of B-cell related genes. Among B-cell related genes, *Aicda*, *Bank1*, *Btla*, *Ccr6*, *Cd19*, *Cd79a*, *Cd79b*, *Cr2*, *Cxcr5*, *Ighv14-2*, *Klhl6*, *Ms4a1*, *Stap1*, *and Tnfrsf13c* were also among the top 50 genes with high PC1 loading (**S11 Table**). Interestingly, the expression of these genes decreased with an increasing dose of administered C59, while it increased with an increasing dose of administered GG. Specifically, the expression of *Cd79b*, *Cxcr5*, *Aicda*, and *Ccr6* genes was down-regulated in the C59-10^8 and C59-10^9 groups. Concerning the adherence to the intestinal epithelial cells, GG is well known to adhere to the intestinal mucus via the pili [12], whereas C59 is quickly excreted with the feces, 6 h after oral administration [28]. The ability of GG to persist in the intestinal tract longer than C59 may explain its greater immunostimulatory effect. However, the observed opposite effect on gene expression cannot be explained by the strain’s adherence ability. Strain C59 weakly stimulates macrophages, inducing the production of low levels of such inflammatory cytokines, such as IL-12 [28, 49]. In addition, oral administration of live C59 suppressed IgE antibody production in OVA-sensitized mice [28]. This suggests that the difference in the effect of C59 and GG on murine gene expression is not associated with the difference between *Lactobacillus* and *Lactococcus*, but is strain-specific.

We previously observed a significant down-regulation (*p* < 0.001) of genes involved in the immune response in the terminal ileum in mice exposed to sub-chronic and mild social defeat stress, a murine model of depression [50]. Because GG can stimulate B cell-related pathways in the terminal ileum, intake of GG may attenuate stress-induced symptoms, including perturbation of the intestinal microbiota and metabolites, by stimulating the immune responses.

### The effect of LAB administration on the amount of secretory IgA in feces

To investigate the effect of oral C59 and GG administration on the mucosal immune system, fecal secretory IgA levels were compared before and after a 15-day administration of these LAB strains. Statistical analysis (the MIXED procedure) showed that the effects of LAB-treat (control, C59, GG) and Days (day 1, day 15) were not significant. No statistically significant interaction between LAB-treat and Days was observed (*P* = 0.13). The levels of secretory IgA before and after LAB administration are shown in **Fig 3**. Concentrations of secretory IgA were also examined in intestinal fluids. The concentrations in control, C59 and GG groups were 1.17 ± 0.42, 1.12 ± 0.60 and 1.34 ± 0.74 (μg/μg protein), respectively, demonstrating that there was no significant difference (p = 0.94) between the three groups.

**Fig 3:**
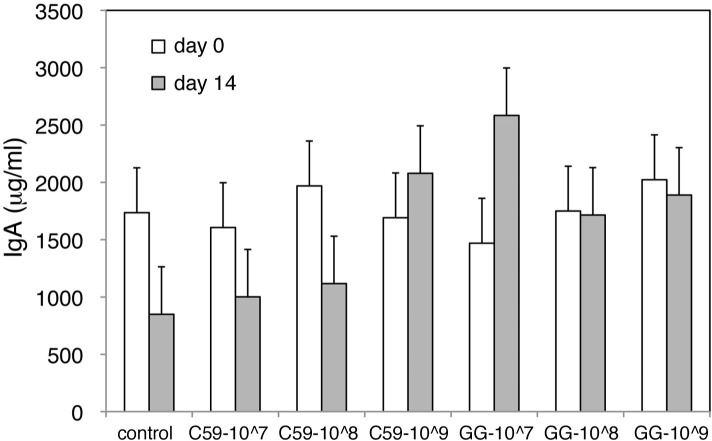
Fecal concentration of secretory IgA before and after LAB administration. The fecal concentration of secretory IgA before and after administration of C59 or GG during experiment 2 was determined using ELISA. The white and gray bars represent the concentration of secretory IgA (μg/ml) before and after LAB administration, respectively. The data are shown as the least-squares means ± SE (n = 5 in each group).

Viable GG cells stimulate rotavirus-specific IgA responses in patients with rotavirus diarrhea [51], while non-viable GG stains enhance the systemic and mucosal immune responses, resulting in the elevation of OVA-specific secretory IgA levels in OVA-sensitized mouse [52]. In our experiments, the fecal secretory IgA levels in non-sensitized mice were not significantly affected by a 2 week administration of GG. Other than GG, Carasi et al. investigated the induction of IgA levels after a 14 d administration of *Lactobacillus kefiri*; the IgA levels were further increased after 21 d administration [53]. Oral administration of *Lactobacillus plantarum* strain AYA for 28 d enhances IgA secretion and increases survival rates following influenza virus infection in mouse [54]. The duration and dose of LAB administration required to observe enhanced IgA secretion are strain-dependent and critical for understanding immune responses to LAB.

### The effect of LAB administration on CXCR5-positive ILFs

The mucosal immune system of the intestine comprises the intestinal lamina propria cells and the intraepithelial lymphocytes, in addition to such organized lymphoid structures as the Peyer’s patches (PPs) and ILFs. Unlike the programmed development of PPs, the maturation of ILFs from cryptopatches requires induction by the intestinal microbiota [55]. The chemokines CCL20 and CXCL13, and their respective receptors CCR6 and CXCR5, play a role in the development of ILFs [56–58]. The expression of *Ccl20* and *Cxcl13*, and their respective receptor genes (*Ccr6* and *Cxcr5*), in the ILFs of aged mice were 3–4 fold lower than those of young mice [56]. In the current study, compared with control group, the expression of the *Cxcl13* (ranked 32 among the up-regulated DEGs, FDR < 0.001), *Cxcr5* (ranked 57 among the up-regulated DEGs, FDR < 0.001), and *Ccr6* genes (ranked 94 among the up-regulated DEGs, FDR < 0.001) was significantly increased in the GG-10^9 group; the expression of *Ccl20* was not significantly changed.

We also examined the effect of oral GG administration on ILF development. After 2 weeks of GG administration (1 × 10^9^ CFU/day), the small intestines were stained with anti-CXCR5 antibody, and CXCR5-positive ILFs were counted. No significant differences in the number of CXCR5-positive ILFs in the control group and mice administered GG were observed (**Fig 4**). The terminal ileum, evaluated by the microarray analysis, was located in segment D, where the number of ILFs was lower than in other segments. The number of ILFs was not significantly affected by GG administration. Further studies are required to identify the immune cells recognizing individual GG cells and the mechanism through which the mucosal immune system is up-regulated by GG administration.

**Fig 4:**
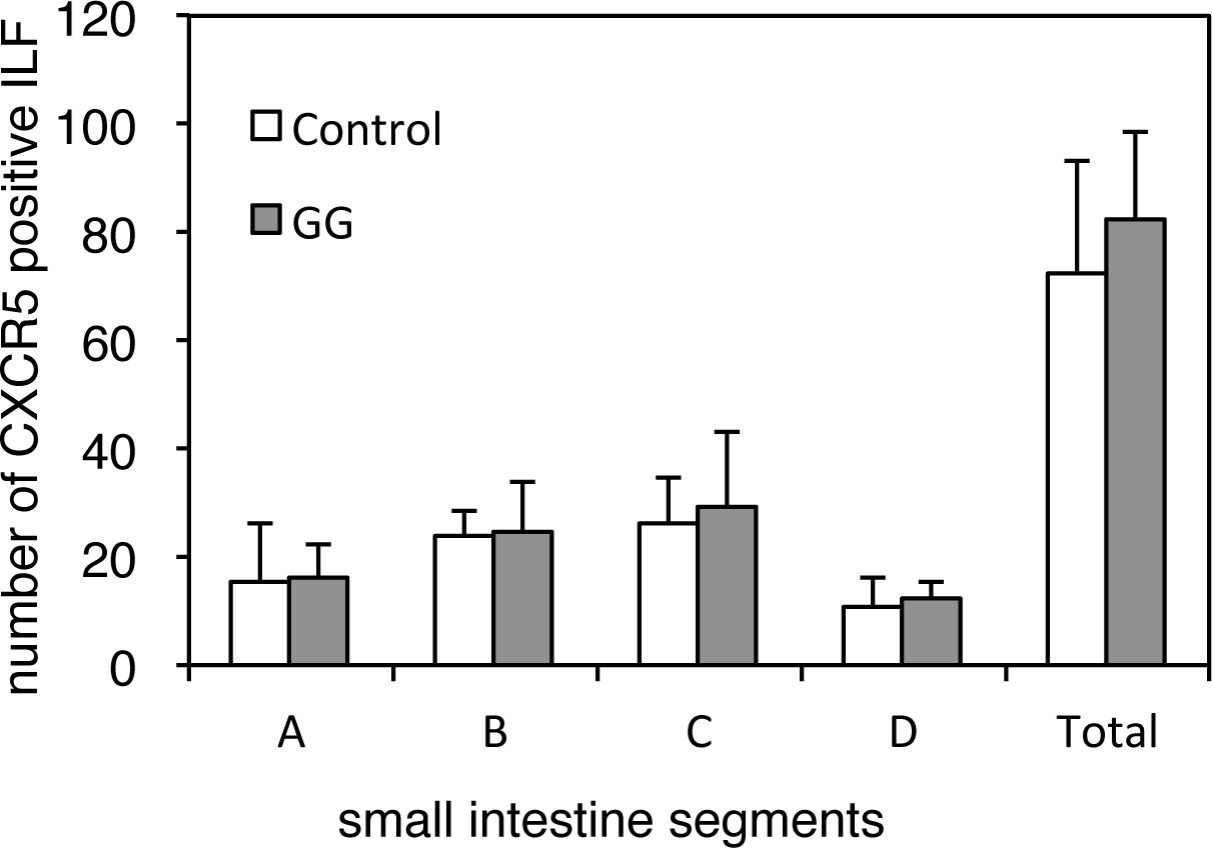
The effect of GG administration on the number of CXCR5-positive ILFs in the murine small intestine. After 2 weeks of GG administration (1 × 10^9^ CFU/day) or PBS (n = 5 in each group), the small intestines were divided into four equal segments, from proximal to distal (A–D), labeled with anti-CXCR5 antibody and HRP-conjugated anti-rabbit antibody, and visualized with DAB. The CXCR5-positive ILFs in each intestinal fragment were counted under a stereomicroscope.

## Conclusions

In the current study, the effect of oral LAB administration on gene expression in the small intestine was investigated using a conventional mouse model. Intestinal site-specific, strain-specific, and dose-specific gene expression was observed. The oral administration of strains C59 and GG significantly (FDR < 0.05) down-regulated the expression of genes encoding fibrinogen subunits and plasminogen in the upper small intestine. PCA revealed that oral administration of GG changed gene expression of the terminal ileum at a dose of at least 1 × 10^7^ CFU/day for 2 weeks. Although the hierarchical cluster analysis showed that administration of LAB did not affect overall gene expression, gene list enrichment analysis suggested that distinct strains would interact with specific intestinal cells and differentially affect their gene expression as reflected by various GO biological processes. Genes associated with the B cell receptor signaling pathway and B cell activation were up-regulated in the terminal ileum following GG administration at a dose of 1 × 10^7^ CFU/day, in agreement with the reported immunostimulatory effects of GG. The distinct effects of GG and C59 on gene expression in the small intestine will provide useful information about intestinal responses of healthy animals to probiotic strains and clues to understanding the strain-specific mechanisms of probiotic action.

## Supporting information

S1 Fig Comparison of the hierarchical clustering dendrograms obtained by the three data-quantification methods. Raw data from the upper small intestine and the terminal ileum were quantified by qFARM, DFW, and RMA, as indicated. Left panels are data from the upper small intestine and right panels are those from the terminal ileum. Each sample name comprises the strain name (cont, control; C59, *L*. *lactis* C59; GG, *L*. *rhamonosus* GG) and the number corresponding to the individual mouse. The vertical scale represents the distance between clusters.
(EPS) Click here for additional data file.

S1 Table DEGs of upper ileum administered C59 (FDR<0.05). (XLSX) Click here for additional data file.

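S1 Table lists the genes that the authors called with rank products for C59 against the control in the upper small intestine, with a fold ratio and an estimated FDR for each. It holds 141 entries of the paper, 94 up-regulated and 47 down-regulated. Of these, 111 name exactly 1 gene that was measured here, and 103 of those (92.8%) were called in the same direction. Of the 126 genes called here, 103 are in the table. The largest differences among them belong to Serpina1c (-3.29, standard error 0.79) and Alb (-3.06, standard error 0.67). The fold ratio column is on the log2 scale: it lies within 0.05 of the log2 difference computed here for 97 of 111 genes, and for all 111 when the mean of a gene's probe sets is taken.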

S2 Table DEGs of upper ileum administered GG (FDR<0.05). (XLSX) Click here for additional data file.

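S2 Table gives the same measures for GG against the control in the upper small intestine. Its 172 entries are 83 up-regulated and 89 down-regulated. Here, 138 of them name exactly 1 measured gene, of which 119 (86.2%) were called in the same direction and 19 were not called. Of the 146 genes called here, 119 are in the table. Psca and Psapl1, both stomach genes, were among them with differences of 1.71 and 1.90. The paper's fold ratio lies within 0.05 of the log2 difference computed here for 112 of 138 genes, and for 135 with the mean of a gene's probe sets.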

S3 Table DEGs of terminal ileum administered C59 (FDR<0.05). (XLSX) Click here for additional data file.

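S3 Table is on C59 against the control in the terminal ileum and has 304 entries, 132 up-regulated and 172 down-regulated. Of 187 entries that name exactly 1 measured gene, 136 (72.7%) were called here in the same direction and 51 were not called. Slc5a12, which encodes a monocarboxylate transporter of enterocytes, was higher in rank products (7.64 ± 0.56 against 6.69 ± 0.44, log2, SD, n = 5 each), and Upk3b, a gene of the mesothelium, was lower (-0.99). For 123 of the 187 genes the paper's fold ratio lies within 0.05 of the log2 difference computed here, and for 18 genes the signs are opposite. With the mean of a gene's probe sets, 180 genes lie within 0.05 and no sign is opposite.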

S4 Table DEGs of terminal ileum administered GG (FDR<0.05). (XLSX) Click here for additional data file.

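S4 Table, on GG against the control in the terminal ileum, has 237 entries, 94 up-regulated and 143 down-regulated. Exactly 1 measured gene is named by 150 entries, and 121 of them (80.7%) were called here in the same direction, 28 were not called, and Lct was called higher (estimated FDR 0.0468) although its mean difference was -0.12, the sign the table gives. Car3, a carbonic anhydrase of fat and muscle, was at 11.35 ± 0.28 with GG and 9.42 ± 1.31 in the control group (log2, SD, n = 5 each), and Zc3h6, a zinc finger gene, was lower at 4.93 ± 0.13 against 5.49 ± 0.19. With the mean of a gene's probe sets these differences were 1.12 and -0.22. The paper's fold ratio lies within 0.05 of the log2 difference computed here for 106 of 150 genes and has the opposite sign for 5. With the mean of a gene's probe sets, 145 lie within 0.05 and no sign is opposite.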

S5 Table DEGs of terminal ileum of C59-10^7 group (FDR<0.05). (XLSX) Click here for additional data file.

S6 Table DEGs of terminal ileum of C59-10^8 group (FDR<0.05). (XLSX) Click here for additional data file.

S7 Table DEGs of terminal ileum of C59-10^9 group (FDR<0.05). (XLSX) Click here for additional data file.

S8 Table DEGs of terminal ileum of GG-10^7 group (FDR<0.05). (XLSX) Click here for additional data file.

S9 Table DEGs of terminal ileum of GG-10^8 group (FDR<0.05). (XLSX) Click here for additional data file.

S10 Table DEGs of terminal ileum of GG-10^9 group (FDR<0.05). (XLSX) Click here for additional data file.

S11 Table Top 50 genes with higher and lower PC1 and PC3 component loadings. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

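The arrays of Experiment 1 were analysed: 30 arrays of BALB/c mice, 5 each of the control, C59 and GG groups in the upper small intestine and in the terminal ileum. The conditions and replicate numbers were taken from the sample labels, which name the upper segment as upper ileum, where the text writes upper small intestine. The methods take both segments from 5 mice per group, and the number of a sample stands for an individual mouse. The labels do not state that equal numbers in both segments mark the same mouse, so the difference between segments was tested both without and with such pairs. Experiments 2, 3 and 4 were not analysed here.

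The authors prepared biotin-labelled cRNA from total RNA (5 μg), hybridised it to GeneChip mouse genome arrays and deposited log2 values computed with RMA, which the submitters' processing notes name without a version. The deposited log2 values cover 45101 probe sets. Values ranged from 1.71 to 14.18 in the upper small intestine and from 1.94 to 14.48 in the terminal ileum. No pair of arrays was identical, and the correlation between arrays of a segment was 0.983 to 0.997 in the upper small intestine and 0.988 to 0.997 in the terminal ileum. The distributions of the segments differ (medians of 5.01 and 5.66), so groups were compared within a segment. The fit of the difference between segments that had been set beforehand was not run for this reason.

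Probe sets were named from the platform annotation (34945 with 1 gene symbol, 932 with several, 9160 listed without one, and 64 controls). Through Entrez identifiers, 34741 were found in the RefSeq annotation of GRCm38.p6, and 0 symbols changed. Probe sets with several symbols or none were left out, and the probe set with the highest mean over the 30 arrays stood for a gene, since the text states that features were collapsed into gene symbols without naming the rule. This left 18193 genes. No filter on dim probe sets was applied in the leading setting. Of the 29 genes the paper names for Experiment 1, 27 are reported here.

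Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 groups of a segment in one fit, adjusted p under 0.05 by Benjamini-Hochberg). Rank products, the test the paper uses, was written from its definition in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0: the differences of all 25 pairings of a treated with a control array were ranked, the geometric mean of the ranks was taken, and 1000 permutations within arrays gave the estimated FDR (threshold 0.05, each direction separately). Alternatives of rank products used 100 permutations. Gene lists (42) were tested with fry of limma, adjusted over the lists of a comparison, and with Fisher's exact test among rank products calls against all 18193 genes (fisher.test of R). Rank correlations used scipy 1.17.1. Fry tests whether the genes of a list move, on balance, in one direction, and does not compare the list with other genes. Camera with a preset correlation of 0.01 and with an estimated correlation, and an exact permutation test of the list mean, were alternatives. The PANTHER test of the paper was not repeated, and the fixed lists stand in for its GO terms. The share of the distances between arrays that the group accounts for was tested by enumerating all 126126 groupings.

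The genes named are those the paper names for Experiment 1, the leading limma genes with an adjusted p under 0.05 and all 5 arrays on one side of the control mean, the 5 genes ranked first in each direction by rank products, and up to 4 members of each list mentioned with the smallest limma p, with any called member that moved against the list. The values in S1–S4 Tables had been seen when this rule was written. Cd200r4 and Retn were named after their values had been seen.

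The tests were tested on simulated data with 100 genes changed by a log2 difference of 1 and 100 by 2 among the genes of each segment. In the upper small intestine, limma recovered 95.0% and 98.0% of them with 12 false calls, and in the terminal ileum 100.0% of both with 10 false calls. Rank products recovered 100.0% in both segments, with 146 false calls in the upper small intestine and 121 in the terminal ileum when each gene had its own spread, and 2 in each when all genes had an equal spread. Fry called the list that had been shifted by 0.3 and 0 others. On the real arrays, the B cell list differed by 0.37 with GG in the terminal ileum and was not called (adjusted p = 0.78 from fry of limma). The simulated call therefore does not show what fry can find in lists that vary widely between arrays of a group.

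Alternatives were the collapse of probe sets, the probe sets kept, the level of the test, the filter on dim probe sets (log2 value of at least 5 in at least 5 arrays), the normalization, the arrays in the fit, the replicate number as a block, the variance model, array weights, covariates for neighbouring tissue, the threshold, the set test and leaving out each array in turn. Cyclic loess, the analysis without 2 arrays of the upper small intestine that stand apart, and the permutations of the difference between segments, without and with mice paired by replicate number, were chosen after the data had been seen. The number of arrays limits the precision: the median standard error of a log2 difference was 0.09 in the upper small intestine and 0.07 in the terminal ileum.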

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

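The correlations of liver, follicle and fat genes and of RNA quality were put in their present form, within separate ranges of the arrays, after the values had been seen, and a pooled correlation over 15 arrays is not given because the arrays lie in separate ranges. The group means were left in these values. A form with the group means of a range removed and labels permuted within groups was added after the values had been seen. By contrast, the tests of single groups for a sample far from the others and of the lists had been set beforehand.

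In the upper small intestine, Fga, Fgb, Fgg and Plg were called lower by rank products with both strains, and GG replicate 5 lay far from the other GG arrays. The hepatocyte lists differed in the same direction, and liver tissue in the samples is a candidate explanation. Within the 12 arrays where the mean of the 4 genes was 2.94 to 4.01, it followed the mean of the hepatocyte lists (Pearson r = 0.92, permutation p = 0.0001; Spearman rho = 0.83, permutation p = 0.00162; adjusted p = 0.00035 and 0.00567 over 7 relations), with r = 0.80 without the 2 farthest arrays. With group means removed, r was 0.82 (permutation p = 0.0119; rho = 0.80, permutation p = 0.00661; adjusted p = 0.0302 and 0.0231), and 0.80 without the 2 farthest arrays. The 3 arrays at 5.14 to 5.66 are too few for a correlation. Alb and Serpina1c reached means of 8.43 and 8.01 in the control group, and 11 of 30 secreted and 5 of 20 enzyme genes had a mean of at least 5, so part of them may be expressed in the intestine itself. RNA quality, read from the 3' and 5' probe sets of actin, stays open (r = 0.49, permutation p = 0.106; rho = 0.22, permutation p = 0.499; adjusted p = 0.123 for r; r = -0.58 without the 2 farthest arrays; with group means removed, r = 0.33, permutation p = 0.565), as does an effect of the strains, which was not tested apart from the tissue.

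In the terminal ileum, B cell genes were called higher by rank products with GG, and more lymphoid follicle tissue in the samples may account for this. In the 9 arrays with a B cell mean of 7.17 to 8.03, it followed the follicle genes of other cells (r = 0.93, permutation p = 0.00041; rho = 0.83, permutation p = 0.00806; adjusted p = 0.000957 and 0.0188), with r = 0.87 without the 2 farthest arrays. With group means removed, r was 0.92 (permutation p = 0.0129; rho = 0.92, permutation p = 0.0198; adjusted p = 0.0302 and 0.0462), and 0.84 without the 2 farthest arrays. In the 6 arrays at 6.06 to 6.38, r was 0.91 (permutation p = 0.0147; rho = 0.89, permutation p = 0.0339; adjusted p = 0.0257 and 0.0594), with r = 0.64 without the 2 farthest, and with group means removed it was 0.93 (permutation p = 0.25), or 0.53 without the 2 farthest. For mesenteric fat, r was -0.11 in the 9 arrays (permutation p = 0.783; rho = 0.05) and 0.82 in the 6 (permutation p = 0.0476; rho = 0.83; adjusted p = 0.0666), or 0.33 (permutation p = 0.525) and 0.86 (permutation p = 0.0837) with group means removed, which decides nothing. Whether follicles were more numerous in GG mice or more often included in the pieces taken cannot be told from these values, and an effect of GG stays open. The paper counted CXCR5-positive isolated follicles in the mice of Experiment 4 and reports no significant difference with GG, which leaves open what the pieces of Experiment 1 contained.

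Adipocyte genes were called higher in the terminal ileum with GG, and mesenteric fat in the samples is a candidate explanation. Within the 10 arrays where the mean of Adig, Adipoq, Fabp4 and Scd1 was 7.97 to 9.15, it followed the other white adipose tissue genes (r = 0.94, permutation p = 4e-05; rho = 0.89, permutation p = 0.00115; adjusted p = 0.00028 and 0.00567), with r = 0.86 without the 2 farthest arrays. With group means removed, r was 0.93 (permutation p = 0.0013; rho = 0.89, permutation p = 0.00273; adjusted p = 0.0091 and 0.0191), and 0.91 without the 2 farthest arrays. The 5 arrays at 6.61 to 7.51 are too few for a correlation. One array of the GG group does not carry the difference, since 93.2% of it was kept without GG replicate 4 (0.52 in place of 0.56). Of the 24 genes, 18 had a mean of at least 5 in the terminal ileum. Fat taken along with the tissue and an effect of GG on adipocytes of the wall were not tested apart.

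Of 141 groups of 5 arrays that were examined, 13 held an array far from the others, where chance gives about 7, and each value is the gap to the nearest array over the range of the group (critical value 0.71). In the GG group of the upper small intestine, replicate 5 lay above the others in the coagulation list (gap 0.90, at 5.24 against 4.37 to 4.46), the hepatocyte secreted list (0.86), the hepatocyte enzyme list (0.82), Fga (0.80), Fgb (0.88) and Fgg (0.81). In the C59 group of that segment, replicate 1 lay below the others in the stomach list (0.76, at 5.94 against 8.22 to 8.92) and above them in Fga (0.72, at 3.04 against 2.56 to 2.69). Among the arrays of the terminal ileum, C59 replicate 5 lay low in Il10 (0.80, at 3.16 against 3.27 to 3.30), control replicate 4 high in Adig (0.82, at 5.17 against 4.36 to 4.51) and Fabp4 (0.71, at 10.83 against 9.54 to 9.91), GG replicate 4 low in Cxcr5 (0.78, at 4.20 against 6.41 to 7.03) and control replicate 5 low in Saa2 (0.73, at 6.35 against 7.60 to 8.07).

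Fry found shifts in other lists, while those of coagulation, B cells and adipose tissue were not called. The unfolded protein response list was higher in the upper small intestine with C59 (adjusted p = 0.0301 from fry of limma, difference 0.13, 5 of 5 arrays above the control mean) and GG (0.00117, difference 0.17, 5 of 5), with an adjusted p of 0.019 and 0.00496 with an estimated correlation. It was called with neither strain when the mean of a gene's probe sets was taken. For this list and the clock list, both strains share the control arrays, so their rises are not independent of each other. The clock list was higher in the terminal ileum with C59 (0.00479, difference 0.22, 5 of 5) and GG (0.0488, difference 0.13, 5 of 5), but had adjusted p = 0.0813 and 0.238 with an estimated correlation. With GG, the cytokine list (0.00902, difference 0.11, 5 of 5), the tuft cell list (0.0488, difference 0.14, 5 of 5) and the hepatocyte enzyme list (0.0488, difference 0.17, 5 of 5) were higher and the cholesterol synthesis list lower (0.0324, difference -0.16, 5 of 5 below). With an estimated correlation their adjusted p was 0.0646, 0.238, 0.238 and 0.167, so none of the 4 was called. The hepatocyte enzyme list holds Cyp2e1, which differed by 1.89 with GG and weighs heavily in the mean. Against C59, the cytokine list was higher with GG (0.0239, difference 0.09, 5 of 5), with adjusted p = 0.197 with an estimated correlation. E530011L22Rik was higher with GG in the terminal ileum (0.0315, difference 0.37, 5 of 5).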

How the results depend on the processing

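Cyclic loess and the analysis without 2 arrays that stand apart were chosen after the results were seen, and every other setting here before. For single genes, 957 of 995 values kept their direction and their side of the threshold (4 fell below it, 19 passed it, 15 turned), as did 629 of 743 values of single lists (64 fell below, 39 passed, 11 turned) and all 14 enrichments. Only 1 gene passed limma in the leading setting, so most gene values had no call to lose and their count says little on stability. The enrichments were rerun at thresholds of 0.1 and 0.01 only, without other processing and without arrays left out. Counts stayed within 1.5 times in 82 of 103 cases for limma calls, 62 of 108 for shifted lists, 33 of 45 for rank products calls and 17 of 22 for shared calls. With arrays left out in turn, 763 of 780 values of genes, 387 of 440 of lists, 47 of 60 limma counts, 32 of 60 counts of shifted lists, 29 of 40 rank products counts and 24 of 30 counts of shared calls kept theirs. The set fit of the difference between segments, with its setting of 1 mouse as a block, was not run because the segments were normalized separately, and the filter on dim probe sets leaves no value for Fga, Fgb, Fgg and Plg. Signal limits what can be seen: 11965 of 18193 genes in the upper small intestine and 13078 in the terminal ileum reach a log2 value of 5 in at least 5 arrays. Except where fewer genes, fewer arrays or another threshold are tested, the cause of a change was not tested.

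Limma called 0 genes in 5 comparisons and 1 with GG in the terminal ileum. With all 30 arrays in 1 fit it called 13 (C59) and 3 (GG) in the upper small intestine, and 3 (GG) and 1 (GG against C59) in the terminal ileum. With neighbouring organs as covariates it called 1 (GG, upper small intestine) and 0 (GG, terminal ileum), with only the 2 groups in the fit 1 (GG against C59, upper small intestine) and 0 (GG, terminal ileum), and with a trend in eBayes 2 (C59) and 4 (GG) in the terminal ileum. For GG in the terminal ileum it called 2 after quantile normalization, 2 with cyclic loess, 0 with the median of each array subtracted, 0 with each probe set on its own, 5 with the filter on dim probe sets, 4 with robust eBayes, 3 with array weights, 6 at a threshold of 0.1 and 0 at 0.01. For GG against C59 there it called 29 at 0.1. With arrays left out in turn it called 0 to 2 (C59) and 0 to 1 (GG) in the upper small intestine, and 0 to 3 (C59), 0 to 2 (GG) and 0 to 3 (GG against C59) in the terminal ileum.

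Fry found 1 shifted list with C59, 1 with GG and 0 for GG against C59 in the upper small intestine, and 1, 5 and 1 in the terminal ileum. For C59 in the upper small intestine there were 0 with the mean of a gene's probe sets, quantile normalization, the median subtracted, cyclic loess, only the 2 groups, a threshold of 0.01 or the exact permutation of the list mean, and 4 with all 30 arrays or a threshold of 0.1. For GG there were 0 with the mean of a gene's probe sets or the exact permutation. For C59 in the terminal ileum there were 2 with the mean of a gene's probe sets, quantile normalization, the median subtracted, cyclic loess or a threshold of 0.1, and 0 with only the 2 groups, camera with the correlation estimated or the exact permutation. For GG there were 1 with quantile normalization or a threshold of 0.01, 2 with cyclic loess, robust eBayes or only members at a mean of at least 5, 3 with only the 2 groups, and 0 with the filter on dim probe sets, camera with the correlation estimated or the exact permutation. For GG against C59 there were 0 with the mean of a gene's probe sets, quantile normalization, cyclic loess, the filter, a threshold of 0.01, only members at a mean of at least 5, camera with the correlation estimated or the exact permutation, 4 with all 30 arrays and 5 with the median subtracted. The exact permutation of the list mean cannot give a p below 0.0079, so at least 7 of 42 lists would have to reach it for an adjusted p under 0.05, and its 0 lists say nothing on the processing. Camera with the preset correlation, which compares a list with other genes, called 21, 11 and 13 lists (C59, GG, GG against C59) in the upper small intestine and 11, 18 and 13 in the terminal ileum. With arrays left out in turn, fry found 0 to 2 (C59) and 1 to 2 (GG) in the upper small intestine, and 1 to 3, 1 to 7 and 0 to 2 in the terminal ileum.

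With the replicate number as a block (replicate block), limma called 8 genes for GG in the terminal ileum, and shifted lists were 1 (GG) and 0 (GG against C59) there, while the other counts kept their values. The numbers are not stated to pair mice across groups, and arrays correlated best with their own number in 4 of 5 pairs only for C59 and control in the upper small intestine.

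With neighbouring organs as covariates, the coagulation list turned in direction with C59 (adjusted p = 0.995 from fry of limma) and GG (0.719), as did the hepatocyte enzyme list with C59 (0.978) and GG (0.298), the antimicrobial (0.139) and mesothelium (0.824) lists with GG in the terminal ileum, Fgg and Plg with C59 (log2 differences 0.10 and 0.01), Plg with GG (0.04), Il4 with C59 in the upper small intestine (-0.07), and, with GG in the terminal ileum, Il4 (0.00), Arhgef16 (-0.02), Saa2 (-0.36), Saa3 (-0.54) and Cyp2e1 (-0.35). With the hepatocyte secreted list as a covariate, the coagulation list turned with C59 (0.928) and GG (0.88) and Fgg with C59 (0.03). With the T cell list as a covariate, the B cell list turned with GG (0.964) and for GG against C59 (0.53), and Cd79a (-0.17), Cxcr5 (-0.17), Klhl6 (-0.12) and Ltb (-0.01) turned with GG. With the median of each array subtracted, the cytokine list (0.928) and Il10 (0.00) turned with C59 in the terminal ileum. The preset correlation of camera brought the coagulation list (7.42e-05 with C59, 0.0136 with GG), the B cell list (0.0245 with GG), the mesothelium list (0.00114 with C59) and the white adipose tissue list (1.05e-06 with GG) past the threshold, and all 30 arrays in 1 fit the white adipose tissue list (0.0288). With neighbouring organs as covariates, the tuft cell (0.101) and hepatocyte enzyme lists (0.109) with GG in the terminal ileum were no longer called, nor were they after quantile normalization (0.0748 and 0.256), with the filter on dim probe sets (0.293 and 0.502), with only the 2 groups (0.111 for both) and with 7 of 10 arrays left out in turn (up to 0.137).

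Directions that turned with an array left out belong to values near 0 or to lists far from the threshold: stomach (adjusted p 0.493 to 0.972) and exocrine pancreas (0.672 to 0.998) with C59 in the upper small intestine, B cell (0.708 to 0.994) and colon (0.848 to 0.984) with C59, glucocorticoid (0.783 to 0.996) and jejunal enterocyte (0.634 to 0.988) with GG, and B cell for GG against C59 (0.596 to 0.987) in the terminal ileum. The genes are Il10 with C59 (log2 difference 0.00 to 0.09 in the upper small intestine, -0.01 to 0.08 in the terminal ileum), Il4 with C59 (-0.16 to 0.00) and GG (-0.10 to 0.04) and Arhgef16 with GG (-0.02 to 0.05) in the terminal ileum.

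Rank products made 126 (C59) and 146 (GG) calls in the upper small intestine and 219 and 192 in the terminal ileum, higher and lower calls added. The counts were 70, 93, 102 and 67 at a threshold of 0.01, and 0, 0, 0 and 1 with limma in place. The filter on dim probe sets gave 83 with C59 in the upper small intestine, and each probe set on its own gave 269 (GG, upper small intestine), 861 and 496 (C59 and GG, terminal ileum). With arrays left out in turn the counts were 77 to 167, 76 to 191, 98 to 305 and 85 to 268. Calls shared by C59 and GG numbered 68 in the upper small intestine (42 with the filter, 0 with limma) and 83 in the terminal ileum (334 with each probe set on its own, 29 at a threshold of 0.01, 0 with limma, 30 to 139 with arrays left out). The share of the distances that the group accounts for in the terminal ileum was 20.7% with gene-level values and 18.0% to 27.0% with arrays left out.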

Differences from the paper's values

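All alternatives named here had been set before the data were examined, except cyclic loess, which was chosen after the values had been seen. The numbers of DEGs were set beside those of the paper at its threshold (estimated FDR under 0.05). The genes tested are not the same: the paper analysed more genes than the 18193 tested here, and of the 304 entries of its S3 Table, 187 name exactly 1 gene measured here. How much of a difference in counts this makes was not tested. The paper's fold ratios also lie closer to differences of the mean of a gene's probe sets than to those used here. For S3 Table, 180 of 187 genes lie within 0.05 with that mean, and 123 with the probe set used here.

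The paper's number of down-regulated DEGs with C59 in the terminal ileum is 172, and 113 genes were called lower here. The count falls within 1.5 times the paper's with the mean of a gene's probe sets (134), without probe sets whose identifier ends in _x_at or _s_at (124), with probe sets of several genes kept (117), after quantile normalization (116), at a threshold of 0.1 (153) and without control replicate 5 (161). With cyclic loess, chosen after the values had been seen, it was 117. The count stays outside with each probe set on its own (620), the filter on dim probe sets (99), the median of each array subtracted (114), a threshold of 0.01 (60), limma in place of rank products (0), and with the other arrays left out in turn (59 to 107).

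The paper's number of genes up-regulated with GG and down-regulated with C59 in the terminal ileum is 5, and 9 were found here. The count falls within 1.5 times the paper's without GG replicates 1, 2, 3 or 5 (6, 7, 6 and 7) and without control replicates 2, 3, 4 or 5 (6, 6, 5 and 7). It does not with the mean of a gene's probe sets (8), without _x_at and _s_at probe sets (9), with each probe set on its own (9), with probe sets of several genes kept (11), with the filter on dim probe sets (8), after quantile normalization (11), with the median of each array subtracted (9), with cyclic loess (11), at thresholds of 0.1 (13) and 0.01 (1), without any one of the C59 arrays (8, 1, 1, 9 and 11), without GG replicate 4 (9) or without control replicate 1 (8).

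The paper lists Arhgef16 and Pdgfra among the DEGs with GG in the terminal ileum. Here, Arhgef16 differed by 0.01 and was called under no alternative. Pdgfra differed by -0.28 and was not called (estimated FDR 0.139), but it was called lower with the mean of a gene's probe sets and with each probe set on its own. Its probe sets all lay lower with GG (-0.28, -0.52 and -0.30), whereas the paper names it with processes enriched among up-regulated genes. The other 19 genes that the paper names for GG in the terminal ileum and that are reported here were called. The paper's text prints Cxcr13 where S4 Table lists Cxcl13, and the value given here is that of Cxcl13.

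In Experiment 1, the paper finds enriched processes in the terminal ileum only with GG. Here, the B cell list was also enriched among the genes called higher with C59 (Fisher's exact test, adjusted p = 2.32e-08), although the GO terms and the test are not those of the paper. The paper's Table 1 prints 95 up-regulated and 142 down-regulated DEGs with GG in the terminal ileum, where its S4 Table holds 94 and 143, and 91 and 101 were called here.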

Other observations

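Of the tests here, only the permutations of the difference between segments and the analysis without 2 arrays were chosen after the result was seen.

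Genes of drug metabolism were higher with C59 in the upper small intestine in single-gene rankings without a shift of the list. The mean of 31 such genes was 9.53 ± 0.20 with C59, 9.39 ± 0.26 with GG and 9.15 ± 0.16 in the control group (log2, SD, n = 5 each; adjusted p = 0.12 and 0.738 from fry of limma). Of these, 30 of 31 had a higher mean with C59 than in the control group, 12 were called higher by rank products (Fisher's exact test, adjusted p = 3.63e-19), and 9 passed limma adjusted over the list alone, including Ces1d, a carboxylesterase (difference 0.89, standard error 0.22), and Cyp2c55 (0.89, standard error 0.22). That list differed in the terminal ileum by 0.28 with C59 (adjusted p = 0.101), with 10 genes called higher, and by -0.20 between GG and C59 (adjusted p = 0.205; exact permutation p = 0.0317). Its means there were highest in C59 replicates 2 and 3 (8.28 and 8.40, against 7.95 to 8.16 in the other C59 arrays). The same arrays had the highest jejunal enterocyte means (10.12 and 10.04). Il33, an alarmin cytokine, differed by 0.56 with C59 and 0.55 with GG in the upper small intestine (standard error 0.15; adjusted p = 0.815 and 0.705 from limma), with 5 of 5 arrays above the control mean in both groups. Heat shock genes (16 genes) differed by 0.14 with C59 and 0.26 with GG there (exact permutation p = 0.0476 and 0.0556, not adjusted over the lists). Fry of limma called the heat shock list with neither strain.

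Genes that mark a position along the intestine varied between arrays of the terminal ileum, and none of their lists passed the threshold. The 25 genes of jejunal enterocytes, such as digestive enzymes and sugar transporters, had a mean of 9.62 ± 0.42 with C59, 9.23 ± 0.11 with GG and 9.20 ± 0.28 in the control group (adjusted p = 0.341 with C59 from fry of limma). The 22 genes of the colon and cecum epithelium were at 6.86 ± 0.28 with GG, 6.46 ± 0.25 with C59 and 6.41 ± 0.14 in the control group (adjusted p = 0.0876 with GG; exact permutation p = 0.0159), with 5 genes called higher by rank products and Cyp2c55 higher adjusted over the list alone (1.56, standard error 0.42). Antimicrobial genes lay lower with C59 (7.54 ± 0.37 against 7.77 ± 0.18; adjusted p = 0.807), with 9 of 28 called lower by rank products (Fisher's exact test, adjusted p = 2.62e-12). Only C59 replicates 2 and 3 were low (7.07 and 7.22), with the other C59 arrays at 7.74 to 7.91, and the same arrays had the highest jejunal enterocyte means (10.12 and 10.04, against 9.29 to 9.35 in the other C59 arrays). These lists and those of drug metabolism were written after the paper's tables had been read, so their enrichments are no independent evidence of a direction. Genes of the mesothelium, the outer lining of the gut, differed by -0.32 with C59 (adjusted p = 0.807) and -0.13 with GG (-0.04 without control replicate 2, -0.28 without GG replicate 4, the highest array of the segment at 6.72), and 6 of 13 were called lower with each strain. The 19 fibroblast genes differed by -0.15 with GG (adjusted p = 0.185; exact permutation p = 0.0476). Lgr5, which marks intestinal stem cells, differed by -0.52 with GG (standard error 0.14, 5 of 5 arrays below the control mean) and Tph1, which makes serotonin, by -0.33 (standard error 0.08, 5 of 5 below), and both were lower adjusted over their lists alone (adjusted p = 0.263 and 0.217 over all genes from limma). Between GG and C59, 19 enteroendocrine genes differed by -0.22 (adjusted p = 0.205; exact permutation p = 0.0238), with the highest means in C59 replicates 2 and 3 again (8.26 and 8.31, against 7.97 to 8.05 in the other C59 arrays and 7.81 to 8.03 with GG).

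Other divisions of the arrays were compared with the real one. Drawn were 100 of the 126 ways to part 10 arrays, and the numbers of divisions given here include the real one. With limma in the terminal ileum with GG, 5 of 100 divisions gave at least the 1 call of the real one (highest other 4). In the other 5 comparisons the real count was 0, which all 100 divisions reach, so the divisions say nothing about chance there. The highest other counts there were 0 (C59) and 5 (GG) in the upper small intestine and 1 for GG against C59 in each segment. For C59 against the control in the terminal ileum, the highest other count was 308. With rank products, 47 of 100 divisions gave at least the 126 calls found with C59 in the upper small intestine (highest other 326), 29 at least 146 with GG (376), 26 at least 215 with C59 in the terminal ileum (471) and 20 at least 195 with GG (342), with the null of 100 permutations used for all divisions, so chance cannot be excluded for these counts. The median counts of the divisions were 120, 113, 122 and 112.

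The lowest p for a difference between the segments was that of the hepatocyte secreted list with C59 (exact permutation p = 0.00195, adjusted p = 0.164 over 84 tests). With equal replicate numbers read as 1 mouse, its exact permutation p was 0.00794 (adjusted p = 0.333). This is the lowest p that the 252 relabellings of paired mice can give, so the adjusted value decides nothing. Without control replicate 1 and C59 replicate 1 of the upper small intestine, whose deviations from their groups resemble each other, rank products called 94 genes with C59, of which 92 are among the 126 called with all arrays.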
